# Defining stem cell dynamics and migration during wound healing in mouse skin epidermis

**DOI:** 10.1038/ncomms14684

**Published:** 2017-03-01

**Authors:** Mariaceleste Aragona, Sophie Dekoninck, Steffen Rulands, Sandrine Lenglez, Guilhem Mascré, Benjamin D. Simons, Cédric Blanpain

## Abstract

Wound healing is essential to repair the skin after injury. In the epidermis, distinct stem cells (SCs) populations contribute to wound healing. However, how SCs balance proliferation, differentiation and migration to repair a wound remains poorly understood. Here, we show the cellular and molecular mechanisms that regulate wound healing in mouse tail epidermis. Using a combination of proliferation kinetics experiments and molecular profiling, we identify the gene signatures associated with proliferation, differentiation and migration in different regions surrounding the wound. Functional experiments show that SC proliferation, migration and differentiation can be uncoupled during wound healing. Lineage tracing and quantitative clonal analysis reveal that, following wounding, progenitors divide more rapidly, but conserve their homoeostatic mode of division, leading to their rapid depletion, whereas SCs become active, giving rise to new progenitors that expand and repair the wound. These results have important implications for tissue regeneration, acute and chronic wound disorders.

## Abstract (web summary)

Wound healing is essential to repair the skin after injury and distinct stem cells in the epidermis are known to contribute to the process. Here the authors perform molecular, functional and clonal analysis and reveal the individual contribution of stem cells coming from different epidermal compartments to the wound-healing process in mice.

The skin epidermis is a stratified epithelium that acts as a barrier protecting the animals against infections, trauma and water loss^1^. When the skin barrier is disrupted, a cascade of cellular and molecular events is activated to repair the damage and restore skin integrity. Defects in these events can lead to improper repair causing acute and chronic wound disorders^2^.

Wound healing (WH) is organized in three stages^1^,^2^,^3^,^4^: the inflammation stage starts immediately, and is associated with the formation of the blood clot and the recruitment of inflammatory cells. The second stage is the regenerative phase associated with re-epithelialization of the wound, the creation of new epidermal cells and the formation of the granulation tissue. Finally, the last stage, which can last for months, involves the remodelling of the epidermis, dermis and extracellular matrix (ECM). Different epidermal SCs coming from the hair follicle (HF), isthmus, infundibulum and interfollicular epidermis (IFE) contribute to WH^5^,^6^,^7^,^8^,^9^,^10^,^11^,^12^. However, it remains unclear how different SCs populations can balance proliferation, differentiation and migration during the healing process, and whether they conform to the same proliferative dynamics. It also remains unclear whether these cells simply increase their proliferation rate, maintaining a homoeostatic mode of division, or whether they switch to a proliferative mode of division leading to more symmetrical cell duplication to facilitate the expansion of newly formed skin.

Here, using whole-mount tail epidermis, we identify and characterize molecularly and functionally two spatially distinct epithelial compartments surrounding the wound: a proliferative hub and a migrating leading edge (LE). We define the spatiotemporal dynamics of these two compartments over the re-epithelialization stage. We uncover the molecular signatures associated with these two distinct epidermal compartments and demonstrate that proliferation, migration and differentiation can be uncoupled during the early stage of wound repair. To understand the mode of division and the cellular hierarchy of different populations of epidermal cells, we perform a detailed quantitative clonal analysis and mathematical modelling of the individual behaviour IFE and infundibulum cells during WH. We show that at the beginning of WH, because of the incapacity of progenitors to switch from homoeostatic (asymmetric cell fate outcome at the population level) to a proliferative (symmetric renewal) mode of division, the important increase in cell proliferation leads to minimal tissue regeneration with a massive loss of progenitors through differentiation. As SCs become activated, they undergo rapid asymmetric cell fate outcome generating new SCs and progenitors that promote tissue expansion, visible as streaks of cells spanning from the proliferative hub to the centre of the wound. This clonal dynamic is very similar for different populations of epidermal SCs coming from different skin regions, suggesting that this cellular behaviour helps to maximize the regenerative process.

## Results

### Spatiotemporal proliferation and migration during WH

To define the role of cell proliferation during the regenerative stage of WH, we performed a 3 mm punch biopsy in the tail skin of adult mice and analysed the result of short-term BrdU incorporation by confocal microscopy on whole-mount epidermis at different time points during WH (Fig. 1a). Immediately after wounding, there was no increase in BrdU incorporation. However, at day 2 (D2) and even more at D4 following wounding, we found that BrdU incorporation was increased by 5-fold in a zone spanning from 500 μm to 1.5 mm from the LE, with 40% of basal cells entering into cycle during a period of 4 h (Fig. 1b). The width of the annulus of cells that proliferated around the wound progressively decreased with time (Fig. 1a,c,d). We found that epidermal cells at the LE, spanning a distance of 500 μm from the wound front, did not incorporate BrdU at any time point from D2 to D7 following wounding (Fig. 1a–c). This showed that cells at the LE of the epidermal sheath, which ensures skin regeneration, do not proliferate actively, but migrate to the centre of the wound. These results confirm the existence of a migrating LE that has been hypothesized for several decades based on the histological examination of wounded tissues and *ex-vivo* skin explants^3^. Reaching a maximal size at D4 following wounding, the size of the non-proliferating LE zone progressively decreased over time, suggesting that the specification and differentiation of LE cells occurs only during the early stage of WH (Fig. 1a,d). After D14, the wound edges fused at midline and proliferation resumed at the centre of the wound region (Fig. 1a,e).

As wound contraction contributes to wound closure^13^, we assessed the relative importance of epidermal regeneration and wound contraction to the overall wound repair. As *de novo* HF formation only occurs with more extensive wounding and at a later stage^14^, wound contraction was measured by the distance between the HF and the wound centre at D0 minus the same measurement at a given time point, while the newly formed epidermis was measured by the difference between the radius at D0 (1.5 mm) and the radius at any time point minus the contraction. Surprisingly, we found that the distance between HF triplets and the centre of the wound after the punch biopsy did not decrease significantly from D0 to D7, where proliferation was maximum, suggesting that proliferation is not very productive during the initial stage of wound repair (Fig. 1e,f). From D10 to D14, this distance decreased linearly in time until re-epithelialization was completed (Fig. 1e,f). At this stage the average distance between the HF triplets and the wound centre is 0.9 mm, suggesting that an epithelial regeneration contributes approximately to two-thirds of the healing process, and wound contraction (0.6 mm) is responsible for the remainder.

### Cell shape and polarity during WH

The shape and size of the epidermal cells, which is the reflection of the forces that epidermal cells experience during the regeneration process, was very different depending on the wound region and the time point following wounding (Fig. 2a–c). At D0, the basal cells of the LE appeared less compacted (Fig. 2a), consistent with a relaxation in the force exerted on the wound edge. At D1, the LE cells were elongated toward the wound centre (Fig. 2a), as previously shown^15^, consistent with the active migration of the LE cells toward this point. At D4, basal cells far from the wound presented a regular cuboidal/hexagonal shape (Fig. 2b). The density of basal cells in the proliferative zone was increased, leading to a more compressed cell shape (Fig 2b,d). In contrast, in the non-proliferative zone, the basal cells were bigger, polarized in the same direction, and elongated along an axis perpendicular to the direction of the wound closure (Fig. 2b). This suggests that, at D4 and thereafter, the movement of the LE is a passive process possibly mediated by the proliferating cells (Fig. 2b). Consistent with this notion, blocking epidermal cell proliferation by 5-fluorouracil (5-FU), which inhibited the re-epithelialization process and WH (Fig. 2e), prevented the perpendicular polarization of the LE at D4 (Fig. 2f). These data demonstrate that the two distinct epidermal compartments, the proliferative hub and the LE, present different cell shape and polarity that change with time, likely reflecting the difference in the physical forces that these different zones experience at the different stages of WH.

### Molecular signature of LE and proliferation hub during WH

To define the molecular features associated with the formation of the proliferative hub and the LE, we performed transcriptional profiling of different concentric rings of the wound using different sizes of punch biopsy and fluorescence-activated cell sorting (FACS) sorting. A first punch biopsy of 4 mm in diameter around the wound was used to enrich for LE cells (spanning two times 500 μm, the average width of the LE), and a second punch biopsy (6 mm) was enriched for the proliferative hub of the wound (Fig. 3a; Supplementary Fig. 1). We performed a third biopsy far from the wound corresponding to control normal unwounded epidermis. We performed duplicate microarrays of these three skin regions at D4 and D7 post-wounding. 

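Tail skin of CD1 mice was taken 4 and 7 days after a wound of 3 mm. A punch of 4 mm around the wound gave the leading edge (LE), a punch of 6 mm the proliferative hub, and skin far from the wound the control. Each sample was a pool of 5 mice, from which 300 basal epidermal cells with high α6-integrin and no CD34 were sorted. Their amplified cDNA was hybridized to Mouse Genome 430 PM strip arrays, 2 arrays for each region and day and 12 in all. The deposited values are log2 intensities of 45141 probe sets that the authors had normalized by RMA. The median of an array was 5.4 to 5.47 at D4 and 4.25 to 4.28 at D7. Control skin lay higher at D4 than at D7 by a median of 1.03 over all genes on the log2 scale, so the 2 days are not on one level. Regions were therefore compared within a day, and the days through such differences, apart from a direct test of control skin at D4 against D7. Across probe sets, which are not independent replicates, the 2 arrays of a group correlated with r of 0.988 to 0.993 and had a median absolute difference of 0.121 to 0.156 on the log2 scale. For each of 17097 genes, the probe set with the highest mean among those paired with that gene alone was tested, with no filter on dim probe sets. One limma fit held all 6 groups, which gave 6 residual degrees of freedom for a shared spread. A gene was called higher or lower at an adjusted p under 0.05 after Benjamini-Hochberg correction. The methods do not say whether the 2 arrays of a group were separate pools. They were treated as independent, so each SE and p rests on that. The number of arrays limits the precision of each value. Areg, Ccnb1, Krt17 and Tubb2b were not paired with a probe set in the annotation used and were not analysed here.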

We found genes upregulated in both wound regions at the two different time points, which correspond to a generic wound-healing signature. This gene signature included genes regulating cell adhesion (for example, *Dsc2*), cytoskeleton (for example, *Krt6*, *Krt17*), inflammation (for example, *Il24*, *Il33 S100a8/a9*), cell signalling (for example, *Areg*, *Ereg*, *Emb*, *Epgn*), (Supplementary Fig. 2a) and cell cycle-related genes (for example, *Ccna2*, *Ccnb1*) (Supplementary Fig. 2b). 

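In both wound regions and at both times, 24 genes lay more than 2-fold above control in each replicate, which is the rule the methods give for a signature. Without replicate 1, which leaves the rule fewer folds to meet, there were 49, and by the fold of group means 37. Among them were the cornified envelope proteins Sprr2d and Sprr2h, the gap junction protein Gjb2, the desmosomal cadherin Dsc2, the actin-binding proteins Fscn1 and Cald1, the hyaluronan synthase Has3, podoplanin (Pdpn) and the carbonic anhydrase Car2. The cytokine Il24, the alarmins S100a8 and S100a9, the protease inhibitor Slpi and Sqle, an enzyme of cholesterol synthesis, were also in this set. Cald1 rose in the LE by a log2 fold change of 4.80 (SE 0.20, adjusted p = 3.44e-06) at D4 and 3.65 (SE 0.20, adjusted p = 1.77e-05) at D7. In the hub it rose by 2.13 (SE 0.20, adjusted p = 0.00722) and 2.11 (SE 0.20, adjusted p = 0.00226). Another 4 probe sets of Cald1 ran from -0.17 to 0.85 in the hub at D4 and from 0.46 to 3.63 in the LE. Sprr2d rose in the LE by 3.79 ± 0.16 (SE) at D4 and 5.23 ± 0.16 at D7, and in the hub by 2.06 ± 0.16 (adjusted p = 0.00344) and 3.91 ± 0.16 (adjusted p = 7.76e-06). Gjb2 rose by 2.91 ± 0.27 and 3.77 ± 0.27 in the LE and by 3.03 ± 0.27 in the hub at D7. Its rise in the hub at D4, 2.18 ± 0.27, was not called without proliferative hub D4 replicate 1 (adjusted p = 0.137). By the same fold rule 5 genes, named here after their values were seen, were lower in both regions at both times: Bmp2, Abcg1, Slc43a1, Spock2 and 4930523C07Rik.

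Over all genes, limma called 1419 genes higher and 997 lower in the LE than in control at D4, and 1581 higher and 918 lower at D7. In the hub 38 were higher and 18 lower at D4, and 101 higher and 29 lower at D7. Of the genes called higher in the hub, 36 at D4 and 100 at D7 were also called higher in the LE, where independent lists would share 3.15 and 9.34. Of the 24 signature genes, 13 were called by limma in all 4 comparisons. Both regions were set against the same control arrays, and their log2 fold changes correlated with r of 0.72 at D4 and 0.751 at D7, where 20 simulations of unchanged groups gave means of 0.502 and 0.497. The covariances were 0.102 and 0.104, against 0.016 in the simulations for both days. By the fold rule 54 genes at D4 and 52 at D7 were higher in both regions, where independent lists would share 1.38 and 1.03 and the simulations gave means of 0.75 and 0.4. The signature held 0 genes in each of the 20 simulations, and independent lists would give 8.28e-05. The unchanged groups correlated in the simulations, so these carried the shared controls. The covariances and overlaps above theirs argue against shared controls as the whole source of the excess. A part in single genes stays open, since 2 arrays cannot be split further. The totals rest on few arrays and depend on the fit. A limma fit with the replicate numbers as a block within the day called 118 genes in the hub at D4 and 120 at D7. Neither the labels nor the methods say that a number marks shared mice. In the LE 2416 genes at D4 became 1579 without leading edge D4 replicate 1, and 2499 at D7 became 1016 without leading edge D7 replicate 1. In the hub 56 genes at D4 became 6 without proliferative hub D4 replicate 1, and 130 at D7 became 7 without proliferative hub D7 replicate 2. From the genes raised in both regions at both times, the paper states that they correspond to a generic wound-healing signature.

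**Figure D1:**
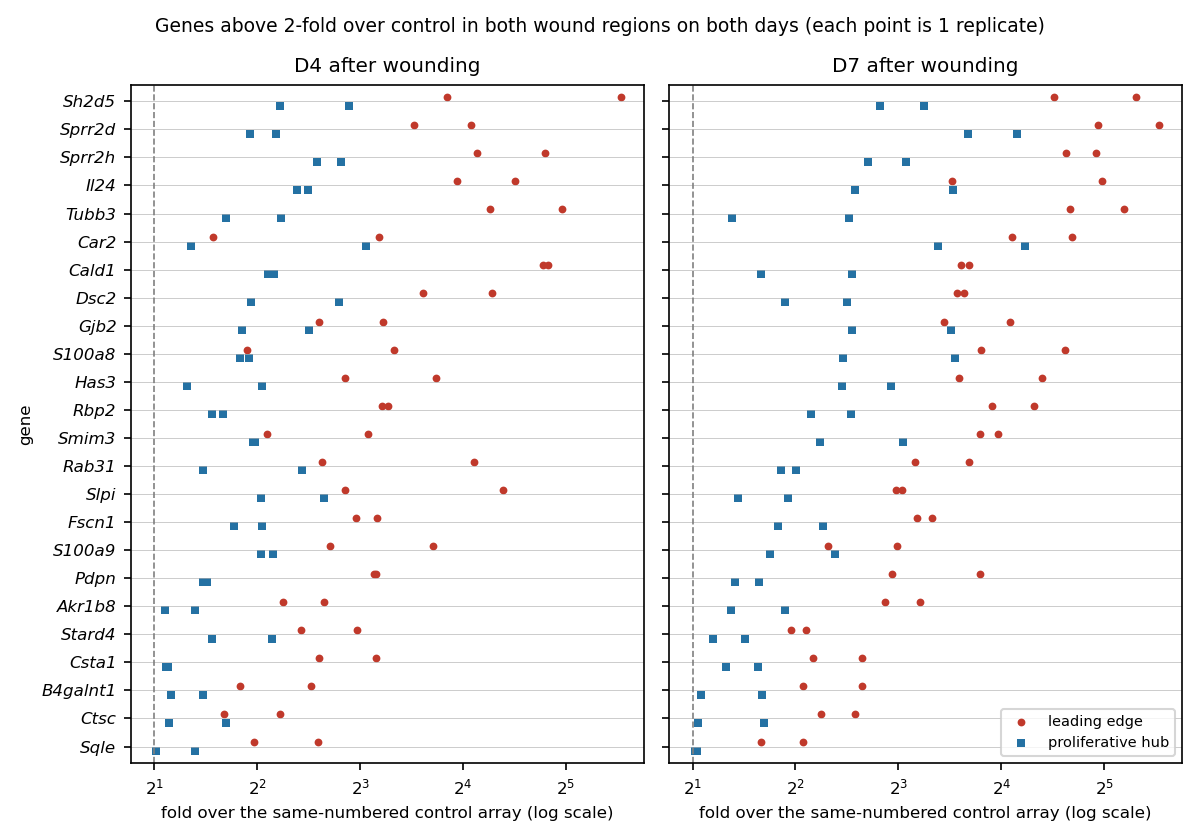
Fold over control for the 24 genes of the signature, on a log axis, at D4 (left) and D7 (right); each point is 1 replicate of the LE (circles) or the hub (squares) over the control array with the same number, and the dashed line marks 2-fold. Every point lies to the right of the line.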

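Dsc2, a desmosomal cadherin, rose in the LE by a log2 fold change of 3.94 (SE 0.41, adjusted p = 0.000268) at D4 and 3.60 (SE 0.41, adjusted p = 0.000543) at D7. In the hub it was 2.37 (SE 0.41, adjusted p = 0.0531) at D4, not past the threshold in this fit, and 2.2 (SE 0.41, adjusted p = 0.0464) at D7. Dsc2 passed in the hub at D4 with the replicate numbers as a block within the day (adjusted p = 0.0144). A second probe set of Dsc2 gave larger values, from 2.72 in the hub at D7 to 5.22 in the LE at D4. Il33, an alarmin cytokine, rose in the LE at D4 by 1.28 (SE 0.21, adjusted p = 0.00348) and was 0.65 (SE 0.21, adjusted p = 0.0742) there at D7. In the hub Il33 was -0.04 ± 0.21 (SE) and -0.14 ± 0.21, neither past the threshold. Epiregulin (Ereg), a ligand of the EGF receptor, rose in the LE by 3.78 ± 0.24 at D4 and 3.18 ± 0.24 at D7, and was 0.77 (SE 0.24, adjusted p = 0.243) in the hub at D4 and 1.30 (SE 0.24, adjusted p = 0.0487) at D7. Epigen (Epgn), another such ligand, rose by 0.69 ± 0.16 and 0.53 ± 0.16 in the LE and was -0.01 ± 0.16 and -0.04 ± 0.16 in the hub. The calls of Dsc2 and Ereg in the hub at D7 were each lost in 10 of the 12 fits without 1 array (highest adjusted p = 0.355 and 0.37, without proliferative hub D7 replicate 2). That of Epgn in the LE was lost in 4 at D4 and 10 at D7 (0.0741 without leading edge D4 replicate 1 and 0.215 without leading edge D7 replicate 1).

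Of 15 measured desmosome and gap junction genes, 4 rose and 1 fell in the LE at D4 (5 and 1 adjusted over the list alone), and 4 rose at D7 (8 adjusted over the list alone). In the hub 1 rose at D4 and 2 at D7 (3 and 2 adjusted over the list alone). Gjb6 and Cdsn were higher at D4 and Dsg1a lower. Of 24 cytokines and chemokines, 6 rose and 3 fell in the LE at D4 (7 and 3 adjusted over the list alone), and 5 rose and 3 fell at D7 (7 and 3). The members that fell at D4 were Ccl27a, Cxcl10 and Ccl2. In the hub, limma called 0 cytokines at D4 (3 higher and 2 lower at an unadjusted p under 0.05; 2 higher adjusted over the list alone) and 3 higher at D7 (3 higher and 1 lower adjusted over the list alone).

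Genes of G2/M and mitosis lay above control at D4 by a median log2 fold change of 0.93 in the LE and 0.96 in the hub. Of 26 measured, 8 were called higher in the LE at D4, among them Ccna2, Ccnb2, Birc5 and Cdca8. In the hub limma called 0 at D4, while 24 had an unadjusted p under 0.05 and 22 passed when adjusted over the list alone, against 14 in the LE. Cyclin A2 (Ccna2) was 0.91 (SE 0.25, adjusted p = 0.0373) in the LE and 1.01 (SE 0.25, adjusted p = 0.149) in the hub at D4. The call of Ccna2 was lost in 5 of the 12 fits without 1 array (highest adjusted p = 0.214, without control D4 replicate 1). At D7 the medians were 0.03 and 0.10 and limma called 0 genes of this list in either region (3 higher and 3 lower at an unadjusted p under 0.05 in the LE, 0 in the hub). Of 27 genes of DNA replication and G1/S, 8 rose in the LE at D4 (10 adjusted over the list alone) and 10 at D7 (16), and 1 in the hub at each time (20 and 1 adjusted over the list alone). Rrm2, a subunit of ribonucleotide reductase, rose in the LE by 1.58 (SE 0.14, adjusted p = 0.00014) at D4 and 1.57 (SE 0.14, adjusted p = 0.000188) at D7. Both lists were higher at D4 by camera with a preset correlation in the LE (adjusted p = 8.73e-06 for G2/M, 6.12e-05 for DNA replication) and in the hub (4.83e-16 and 1.32e-16). None of these calls held with an estimated correlation (adjusted p = 0.496, 0.391, 0.221 and 0.111 in the same order). That correlation is estimated from 6 residual degrees of freedom, and no list passed with it in any comparison. Such a miss therefore decides little about a list.

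**Figure D2:**
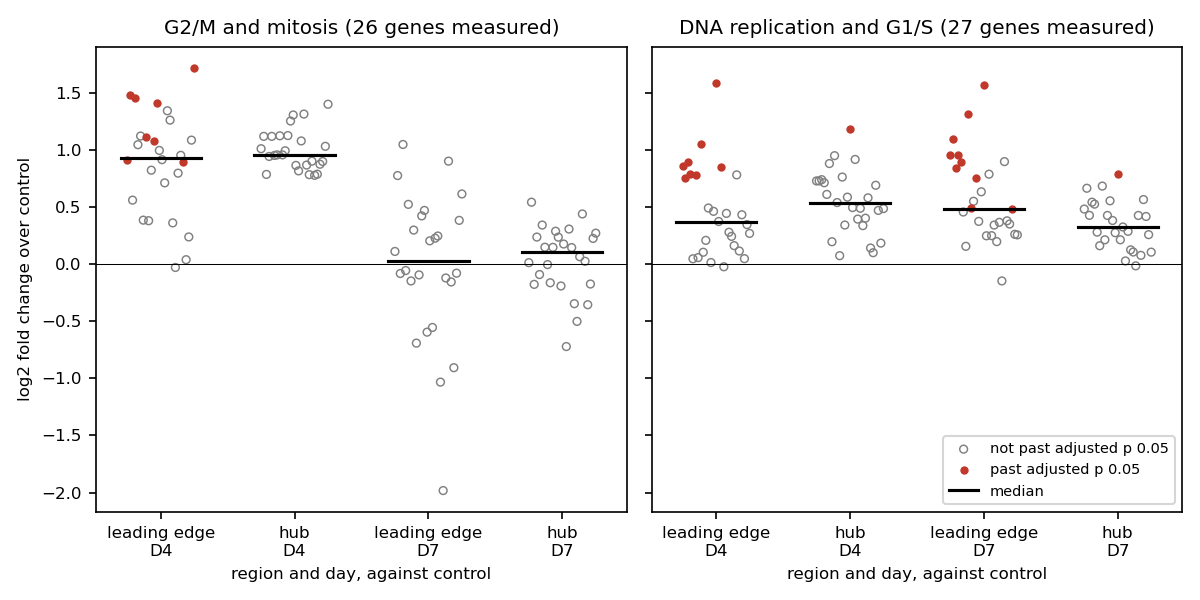
Log2 fold change over control of each measured gene of G2/M and mitosis (left, 26 genes) and of DNA replication and G1/S (right, 27 genes) in the LE and the hub at D4 and D7; filled points passed an adjusted p of 0.05 in limma and the bars are medians. At D4 the G2/M medians are 0.93 and 0.96, and at D7 they lie near 0.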

For some genes, such as *Krt6* (refs 3, 16, 17, 18, 19), in which expression was confirmed by immunofluorescence (Supplementary Fig. 2c), *Il24*, *S100a8/a9* or the EGFR ligands, their role in the regulation of WH has previously been described^20^,^21^,^22^,^23^. 

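Krt6a rose in the LE by a log2 fold change of 0.79 (SE 0.12, adjusted p = 0.00229) at D4 and 1.15 (SE 0.12, adjusted p = 0.000389) at D7, and in the hub it was 0.53 (SE 0.12, adjusted p = 0.123) and 0.80 (SE 0.12, adjusted p = 0.0219). Krt6b rose at D7 by 8.00 (SE 0.58, adjusted p = 5.24e-05) in the LE and 7.65 (SE 0.58, adjusted p = 0.000659) in the hub. At D4 it was 2.11 (SE 0.58, adjusted p = 0.038) and 1.95 (SE 0.58, adjusted p = 0.215), and its control arrays read 11.17 and 8.69 at D4 against 3.04 and 3.17 at D7. The D7 values lie below the medians of those arrays (4.25 to 4.28) and near the lowest value of that day (2.44), so the size of the rise at D7 is not well measured. The call of Krt6b in the LE at D4 was lost in 10 of the 12 fits without 1 array (highest adjusted p = 0.13, without leading edge D4 replicate 1), and that of Krt6a in the hub at D7 in 4 of the 12 fits without 1 array (highest adjusted p = 0.202, without proliferative hub D7 replicate 2). Of 12 measured stress keratins and small proline-rich proteins, 7 rose in the LE and 2 in the hub at D4 (10 and 5 adjusted over the list alone), and 8 and 6 at D7 (9 and 7). None fell. The list was higher by camera with a preset correlation in all 4 comparisons, with an adjusted p of 2.98e-09 to 4.46e-07, and in none of them with an estimated correlation (adjusted p = 0.112 to 0.156).

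Il24, a cytokine of the interleukin 20 family, rose in the LE by 4.22 (SE 0.50, adjusted p = 0.000554) at D4 and 4.25 (SE 0.50, adjusted p = 0.000649) at D7. In the hub it was 2.44 (SE 0.50, adjusted p = 0.0865) at D4 and 3.06 (SE 0.50, adjusted p = 0.0313) at D7, a call lost in 6 of the 12 fits without 1 array (highest adjusted p = 0.263, without proliferative hub D7 replicate 2). Il24 passed in the hub at D4 with the replicate numbers as a block within the day (adjusted p = 0.0281). S100a8 and S100a9 form the antimicrobial protein calprotectin. S100a8 was 2.62 (SE 0.77, adjusted p = 0.0505) in the LE at D4, past the threshold only under 6 of the alternatives (adjusted p = 0.00277 to 0.0494), and rose at D7 by 4.21 (SE 0.77, adjusted p = 0.00601). S100a9 rose in the LE at D4 by 3.21 (SE 0.88, adjusted p = 0.0368) and was 2.66 (SE 0.88, adjusted p = 0.0738) at D7. The S100a9 call was lost in 8 of the 12 fits without 1 array (highest adjusted p = 0.214, without control D4 replicate 2) and the S100a8 call in 2 of the 12 fits without 1 array (highest adjusted p = 0.0523, without leading edge D7 replicate 1). Neither passed in the hub in the fit of all 12 arrays, where S100a8 was 1.87 ± 0.77 (SE) and 3.01 ± 0.77. With the replicate numbers as a block within the day, S100a9 passed in the hub at D4 (adjusted p = 0.0306). At D7 both passed in the hub with that block (adjusted p = 0.0174 for S100a8 and 0.0237 for S100a9). Both also passed there on the 6 arrays of D7 alone (adjusted p = 0.00799 and 0.00959). Between the control arrays of D4, replicate 1 exceeded replicate 2 by 2.25 for S100a8, 2.44 for S100a9 and 2.54 for Krt79, a marker of the infundibulum, and between the hub arrays by 2.16, 2.54 and 1.88. For Krt6b it did so by 2.48 in control and 0.01 in the hub. Of 12 antimicrobial proteins and alarmins, 2 rose in the LE at each time (4 and 2 adjusted over the list alone), and 0 in the hub by limma (3 at an unadjusted p under 0.05 at each time; 0 at D4 and 1 at D7 adjusted over the list alone). The other called member, Slpi, rose by 3.62 ± 0.80 at D4 and 3.01 ± 0.80 at D7 in the LE. Those Slpi calls were lost in 2 and 6 of the 12 fits without 1 array (0.0968 without leading edge D4 replicate 1 and 0.132 without leading edge D7 replicate 2).

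Of 6 measured EGF receptor ligands, 3 rose in the LE at both times (5 and 4 adjusted over the list alone). Besides Ereg and Epgn this was transforming growth factor α (Tgfa), which rose by 2.83 (SE 0.31, adjusted p = 0.00038) at D4 and 2.14 (SE 0.31, adjusted p = 0.00203) at D7. Tgfa was 0.62 ± 0.31 and 0.71 ± 0.31 in the hub, neither past the threshold. In the hub limma called 0 of the 6 at D4 (1 at an unadjusted p under 0.05) and 1 at D7, which was Ereg. Hbegf, Btc and Egf were not called in these 4 comparisons.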

In other cases, including *Fscn1*, *Emb*, *Sprr1b and Sprr2h*, genes were not known to be involved in skin WH.

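Fascin (Fscn1), which bundles actin filaments, rose in the LE by a log2 fold change of 3.06 (SE 0.22, adjusted p = 3.47e-05) at D4 and 3.25 (SE 0.22, adjusted p = 4.16e-05) at D7. In the hub it rose by 1.91 (SE 0.22, adjusted p = 0.0155) and 2.05 (SE 0.22, adjusted p = 0.00539). The small proline-rich proteins Sprr1b and Sprr2h, components of the cornified envelope, also rose in the LE. Sprr2h rose there by 4.46 ± 0.33 (SE, adjusted p = 3.61e-05) at D4 and 4.78 ± 0.33 (adjusted p = 4.27e-05) at D7, and in the hub by 2.69 ± 0.33 and 2.89 ± 0.33. Sprr1b rose in the LE by 2.74 ± 0.30 and 3.48 ± 0.30, and was 1.09 (SE 0.30, adjusted p = 0.188) in the hub at D4 and 2.05 (SE 0.30, adjusted p = 0.0194) at D7. Embigin (Emb), a membrane protein of the immunoglobulin family, was called in the LE at D7 alone, at 0.53 (SE 0.11, adjusted p = 0.0106). At D4 it was 0.20 ± 0.11 in the LE and 0.21 ± 0.11 in the hub.

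Probe sets of a gene differed for Fscn1 and Emb. A pair of other Emb probe sets gave 1.70 and 1.91 in the LE and 1.21 and 1.31 in the hub at D4, and -0.06 and -0.20 in the LE at D7. Other Fscn1 probe sets ran from 0.69 to 3.57 in the LE at D4. The hub calls of Fscn1 and Sprr2h at D4 were lost without proliferative hub D4 replicate 1 (adjusted p = 0.137 for both), and those of Fscn1, Sprr1b and Sprr2h at D7 without proliferative hub D7 replicate 2 (0.0665, 0.143 and 0.0682). The Emb call was lost in 2 of the 12 fits without 1 array (highest adjusted p = 0.0818, without leading edge D7 replicate 1).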

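Inhba, which encodes a subunit of activin A, was higher in the LE than in the hub by a log2 fold change of 3.60 (SE 0.59, adjusted p = 0.00796) at D4 and 3.08 (SE 0.59, adjusted p = 0.0283) at D7. Basp1, a membrane protein of growing cell processes, was higher by 3.55 (SE 0.17, adjusted p = 1.51e-05) and 2.89 (SE 0.17, adjusted p = 0.000206). Among genes lower in the LE were the matrix protein Efemp1, at -2.98 ± 0.45 (SE) at D4, the monoamine oxidase Maob, at -2.86 ± 0.16 and -1.95 ± 0.16, and Fcgbp, at -3.10 ± 0.30 at D7. The hair keratin Krt36 was also lower, at -4.62 (SE 0.97, adjusted p = 0.0255) at D4.

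By a fold above 2 in each replicate at both times, 68 genes were higher and 60 lower in the LE than in the hub. Of these, limma called 44 and 38 at both times. With 1 replicate number left out, which leaves the rule fewer folds to meet, they were 93 to 146 and 94 to 108. The 68 held Mmp9, Mmp13, Mmp3, Mmp10, Inhba, Wnt5a, Tgfa, Ereg, Has2, Fn1, Flrt2, Gprc5a, Timp1 and Tubb3, and the 60 held Zbtb16, Klf9, Trim2, Krt15, Thbs2, Tnfrsf19, Mmp2 and Col4a6. Over all genes limma called 446 higher and 367 lower in the LE at D4, and 227 higher and 239 lower at D7. Of 25 measured genes of the actin and myosin cytoskeleton, 12 were higher in the LE than in the hub at D4 and 11 at D7 (18 and 15 adjusted over the list alone), and none was lower. Camera with a preset correlation called this list at both times (adjusted p = 4.78e-14 and 1.71e-12), and with an estimated correlation at neither (adjusted p = 0.0875 for both). Tropomyosin 1 (Tpm1), which stabilises actin filaments, was higher by 1.22 (SE 0.16, adjusted p = 0.00266) at D4, and Nav2 by 2.22 (SE 0.24, adjusted p = 0.000964). Other probe sets gave 0.59 and -1.07 for Tpm1, from -0.03 to 2.14 for Nav2 and 0.19 for Inhba at D4. Of 8 tubulins, 4 were higher in the LE at D4 and 3 at D7 (5 and 4 adjusted over the list alone). The neuronal tubulin Tubb3 had the largest change of these at both times, 2.65 ± 0.43 and 2.98 ± 0.43. The growth factors Ereg and Tgfa were higher by 3.01 ± 0.24 and 2.21 ± 0.31 at D4. Without 1 array the totals of 813 genes at D4 and 466 at D7 fell to as few as 322 (without proliferative hub D4 replicate 2) and 71 (without leading edge D7 replicate 1). Calls of Inhba, Tubb3 and Krt36 were lost in 1 to 3 of the 12 such fits, with a highest adjusted p of 0.0666 (Inhba at D4, without leading edge D4 replicate 1), 0.195 (Inhba at D7, without leading edge D7 replicate 1), 0.0622 (Tubb3 at D4, without proliferative hub D4 replicate 2), 0.0922 (Tubb3 at D7, without proliferative hub D7 replicate 2) and 0.179 (Krt36, without proliferative hub D4 replicate 2).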

We next defined which genes were preferentially upregulated and downregulated in the LE as compared with the proliferative hub (the LE signature) (Supplementary Fig. 2d–f). 

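Of 11 measured integrin subunits, 4 rose and 1 fell in the LE against control at D4 (5 and 1 adjusted over the list alone). Itga5, the α subunit of the fibronectin receptor, had the largest rise, a log2 fold change of 1.88 (SE 0.34, adjusted p = 0.00526). Itga2, a collagen receptor subunit, rose by 1.43 (SE 0.30, adjusted p = 0.0116), its partner Itgb1 by 0.75 (SE 0.12, adjusted p = 0.00313), and Itga6 was the other. Itgb5 fell, at -0.79 ± 0.19 (SE). At D7 limma called 0 integrins in the LE (2 higher at an unadjusted p under 0.05; 0 adjusted over the list alone), and Itga5 was 0.92 (SE 0.34, adjusted p = 0.106). In the hub Itga5 was 0.58 ± 0.34 at D4 and -0.12 ± 0.34 at D7, neither past the threshold.

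Set directly against the hub, Itga5 in the LE was 1.30 (SE 0.34, adjusted p = 0.0628) at D4 and 1.04 (SE 0.34, adjusted p = 0.154) at D7. Neither was past the threshold in this fit. Only 1 probe set was paired with Itga5 in the annotation used, so no other could be compared. With the replicate numbers as a block within the day, Itga5 passed at D4 (adjusted p = 0.0244). Differences between replicates correlated over genes between the D4 groups (r of 0.17 to 0.245), so a shared source there stays open. Of the integrins, Itga2 and Itgb1 were called at D4, at 1.73 ± 0.30 and 0.50 ± 0.12, and limma called 0 at D7 (4 at an unadjusted p under 0.05). Fn1, the ligand of α5-integrin, was higher in the LE than in the hub by 1.74 (SE 0.18, adjusted p = 0.000802) at D4 and 1.60 (SE 0.18, adjusted p = 0.00356) at D7, and than in control by 1.82 ± 0.18 and 1.19 ± 0.18. Of 13 basement membrane and matrix genes, 7 rose and 1 fell in the LE against control at D4 (7 and 2 adjusted over the list alone), and 5 rose and 3 fell at D7 (5 and 4). Those that fell were Thbs2 at both times and Col7a1 and Ecm1 at D7. Col4a1, Col4a2 and Nid1 were among those that rose at D7, when 3 of 10 endothelial genes were also higher in the LE (list median 0.68, and -0.01 in the hub), and which cells carried them was not tested. The calls of Itga2 were lost without leading edge D4 replicate 1 (adjusted p = 0.0842 against control and 0.0837 against the hub), that of Itgb1 against the hub in 10 of the 12 fits without 1 array (highest adjusted p = 0.325, without proliferative hub D4 replicate 2), and that of Itgb5 in 3 of the 12 fits without 1 array (highest adjusted p = 0.139, without control D4 replicate 2).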

We found that *α5-integrin* was highly enriched in the LE signature (Supplementary Fig. 2e); consistent with a previous study that showed that *α5-integrin* was expressed at the LE of human skin explants *ex vivo*^24^,^25^,^26^,^27^ and at the LE during eyelid closure, a developmental process that involves epidermal cell migration^28^, reminiscent of the LE during WH. Whole-mount immunostaining confirmed the rapid upregulation of α5-integrin in the non-proliferative cells of the LE *in vivo* (Fig. 3b). To refine the molecular signature of the LE without contamination of proliferative cells, we isolated α5-integrin positive cells from a 4 mm punch biopsy by FACS at D4 following wounding (Supplementary Fig. 3) and performed microarray analysis in triplicates. These molecular analyses confirmed the preferential expression of many of the previously described genes expressed during WH, validating the approach used here and allowing for the first time to distinguish the spatial localization of these genes at the LE and/or in the proliferative hub. In addition, the gene signatures of the proliferative and LE cells during wounding uncover many novel genes not previously described during WH and tissue regeneration (Fig. 3c–j). Gene Ontology Enrichment (GO) analysis revealed that the genes upregulated in the LE comprised genes regulating cell adhesion, cytoskeleton organization, epidermal differentiation, cell migration and other processes involved in WH (Fig. 3c). The most upregulated genes of the LE signature were genes coding for proteins regulating cell migration including several metalloproteinases (MMPs) (*Mmp9*, *Mmp13*, *Mmp1b*) (Fig. 3d), whereas *Timp3*, an inhibitor of metalloproteinase, was the most downregulated gene (Supplementary Fig. 2f), suggesting that the high level of MMPs expressed by the cells of the LE promote the remodelling of the ECM at the wound front allowing the front cells to progress toward the centre. 

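Timp3, a matrix-bound inhibitor of metalloproteinases, fell in the LE against control, with a log2 fold change of -2.29 (SE 0.29, adjusted p = 0.00076) at D4 and -2.10 (SE 0.29, adjusted p = 0.00149) at D7. Against the hub it was -1.02 (SE 0.29, adjusted p = 0.0867) and -1.14 (SE 0.29, adjusted p = 0.0755), neither past the threshold in this fit. With the replicate numbers as a block within the day, Timp3 passed against the hub at both times (adjusted p = 0.0101 and 0.0112). Counted from the lowest log2 fold change among 17097 genes, it ranked 42 at D4 and 44 at D7 against control, and 181 and 110 against the hub. These ranks are over all genes and not over the paper's LE signature. The largest falls in the LE against control were those of the hair keratin Krt36, -5.97 ± 0.97 (SE), at D4 and of Fcgbp, -4.50 ± 0.30, at D7. Timp1 rose in the LE by 3.98 (SE 0.51, adjusted p = 0.000821) at D4 and 2.50 ± 0.51 at D7, and Timp2 was -0.57 ± 0.27 and -0.68 ± 0.27, not past the threshold.

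Of 8 measured genes of plasminogen activation and protease inhibitors, 4 rose and 1 fell in the LE at D4 (4 and 3 adjusted over the list alone), and 4 rose and 2 fell at D7 (4 and 3). The urokinase receptor Plaur rose by 1.37 (SE 0.23, adjusted p = 0.00325) at D4 and 1.35 (SE 0.23, adjusted p = 0.00391) at D7. Serpinb2, an inhibitor of urokinase, fell at D7, to -2.33 (SE 0.31, adjusted p = 0.00119). The 4 probe sets of Timp3 ran from -2.96 to -2.29 in the LE at D4, and the call of Timp1 at D7 was lost in 2 of the 12 fits without 1 array (highest adjusted p = 0.0766, without control D7 replicate 1).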

MMPs also help the breakdown of the hemi desmosomes that anchor the cells at the basal membrane and are therefore essential for the movement of basal cells. MMPs deletion in flies and mice results in wound-healing defects due to defective cell elongation, cytoskeleton and basal membrane remodelling as well as cell migration^29^,^30^,^31^,^32^,^33^. The migrating zone also expressed high level of *urokinase* (*Plau*) and *plasminogen activator* (*Plaur*) (Fig. 3e), two key fibrinolytic proteins contributing to the remodelling of the blood clot during WH^34^. The LE also expressed high level of *Ephb2* and *Efnb1* (Fig. 3d), a receptor and its ligand, which have recently been shown to control WH^35^ as well as other genes such as *Cxcr4*, *C5ar1*, *Myh9*, *Procr*, *Wnt5a*, *Elk3* (Fig. 3e,g,i,j), which regulate cell migration in other cellular contexts. We found that *Inhibin-βa*, a subunit of Activin A was overexpressed preferentially at the LE (Fig. 3j), in good accordance with in-situ hybridization of *Inhibin-βa* during WH^36^ and the previously reported role of Activin A during WH in mice^37^,^38^,^39^,^40^,^41^,^42^.

Our LE signature encompassed many genes controlling cell adhesion, including several protocadherins (*Pcdh7*, *Pcdhb19*, *Pcdhga1*) (Fig. 3f), integrins (*Itga5*, *Itga6*) (Fig. 3f) and some of their ECM ligands (*Fn1*, *Lama3*, *Lamb3*, *Lamc2*) (Fig. 3h), desmosomes (*Cdsn*)^43^ and gap junction proteins (*Gjb6/Cx30* and *Gjb2/Cx26*) (Fig. 3f). Corneodesmosin (*Cdsn*), a desmosome protein of the wound edge signature (Fig. 3f) was reported to be expressed using transgenic reporter mice in the wound edge and in the inner root sheath (IRS) of the hair^44^.

Many genes controlling cell cytoskeleton and actin remodelling including actin regulators (*Fscn1*, *Cald1*, *Nav2*, *Fmnl2*), myosin (*Myo1b*, *Myo5b*, *Myh9*, *Tpm1*, *Tpm2*) and tubulin (*Tubb2a*, *Tubb3*, *Tubb6*), were preferentially overexpressed at the LE (Fig. 3i), and *Tubb6* was previously shown to be upregulated during wounding^19^. These genes may control the morphology, polarity, rigidity of the cell cortex and migration during WH.

Several genes that might regulate the quiescence of the LE surfaced from the microarray analysis. *Gprc5a*, an orphan G protein coupled receptor, acting as tumour suppressor genes in the lung by negatively regulating EGFR and Stat3 signalling^45^,^46^,^47^, was strongly upregulated at the LE (Fig. 3j.). The upregulation of *E2f7* (ref. 48) or *Fgf18* (ref. 49), genes that promote cell quiescence in other contexts may also contribute to shut down of proliferation in the wound LE (Fig. 3g,j).

### Spatiotemporal expression of the LE signature during WH

Immunostaining performed against several of these newly identified markers of the LE signature including cell adhesion, receptor and cytoskeleton proteins (*Flrt2*, *Gprc5a*, *Tubb2*, *Myo1b*, *Itga5*) confirmed their preferential enrichment at the LE of the wound as predicted by our microarray analysis (Fig. 4a–e). Itga5 was expressed preferentially in the basal cells of the LE (Fig. 4a). Flrt2, a repulsive guidance protein that regulates the migration of neuronal progenitors during embryonic development^50^ was more expressed in the cells of the wound edge than in the proliferation zone, but was not present in the normal skin epidermis (Fig. 4b). Gprc5a was expressed at the LE of the wound at D4 (Fig. 4c), and similarly to Cdsn^44^, Flrt2 or Tubb2, to the IRS or precortex cells of the HFs (Fig. 4b–d; Supplementary Fig. 4a–c). Myosin 1b, a tension-sensitive myosin was also expressed in all cell types of the LE (Fig. 4e), which by regulating actin foci stability, controls cell migration or repulsion. Myosin 1b was also expressed in the bulge and outer root sheath (ORS) of the HFs (Supplementary Fig. 4d). The expression of all these newly identified molecular markers of the wound LE signature decreased overtime and at D14 post-wound, when the opposite margin of epidermal cells fused together, these markers were not expressed anymore (Fig. 4a–e). These data demonstrate the transient nature of this wound LE structure.

### Uncoupling proliferation and differentiation during WH

To gain further insights into the mechanisms that specify these two distinct regions, we determined whether the fate and the differentiation programme of the LE are linked to cell division, by assessing the impact of blocking cell proliferation on the fate of LE cells. Topical application of 5-FU, which strongly decreased epidermal cell proliferation, did not prevent or impair the expression of LE markers (Fig. 5a–c), demonstrating that the particular differentiation programme of the LE is specified independently of cell division.

As inflammation plays an important role in orchestrating the early step of WH^1^,^2^,^51^, we assessed the impact of blocking inflammation on these two distinct epidermal compartments during re-epithelialization. Interestingly, treating the wounded mice with dexamethasone, a potent anti-inflammatory drug, reactivate proliferation in the LE without impairing its particular gene expression signature (Fig. 5d–g) demonstrating that, the LE-specific gene signature is not associated with terminal differentiation (Fig. 5f,g). These data show that glucocorticoid treatment suppresses a negative regulator of cell cycle acting on the LE. As glucocorticoid can also directly act on keratinocytes^52^, this negative regulator may originate either from the keratinocytes or from the inflammatory cells and the granulation tissue. Although, these data do not allow to discriminate whether the inhibition of proliferation at the LE is regulated by an intrinsic or an extrinsic mechanism, these results provide compelling evidence that the LE-specific cellular quiescence and gene expression signature can be functionally and molecularly uncoupled.

### Clonal analysis of IFE SC during WH

To follow the progeny of the basal epidermal cells, and study their cellular dynamics at the single cell level, we performed clonal analysis on *K14CREER/Rosa Confetti* mice targeting preferentially IFE SCs^12^ (Fig. 6a). We administrated Tamoxifen (TAM) 14 days before wounding and analysed the respective clonal contribution during the healing process (Fig. 6b). At the end of the re-epithelialization, K14-labelled cells gave rise to long streaks of labelled cells directed toward the LE of the wound (Fig. 6c–e). With a clone merger probability estimated at roughly 5% (Fig. 6f; Supplementary Note 1), we deduced that streaks labelled with the same fluorescent protein were clonal in origin, derived from single SCs. The clonal lines were often interrupted by unlabelled cells (Fig. 6d,e), suggesting that a cycle of active SC proliferation followed by cell intercalation from neighbouring clones (or clonal fragmentation) occurs repetitively during WH. Interestingly, all of these fragmented clonal streaks originate from the proliferative hub previously described (Fig. 6g). Quantification of the clonal persistence revealed that more than 90% of IFE-labelled clones were lost during the first week following wounding (Fig. 6h), consistent with the majority of progenitors maintaining homoeostatic behaviour, leading to a progressive decrease in the labelled cell fraction^12^,^53^,^54^. Importantly, this clonal dynamic contrasts with that reported for oesophagus, where repair seems to involve a switch of progenitors to a proliferative mode of division^55^, or following *in vitro* culture of human keratinocytes^56^. Consistent with a major increase in the rate of terminal differentiation, as measured by clonal persistence, the epidermal thickness increased during the same period (Fig. 6i).

Three-dimensional analysis of labelled clones revealed that, in contrast to clones in the control regions that are composed of stacks of cells that lie on the top of each other (Fig. 6j), at D4 K14CREER IFE SCs gave rise to basal and suprabasal cells that migrate toward the wound edge (Fig. 6k). The restriction of the basal footprint of the clone at the trailing edge suggest that marked SCs undergo predominantly asymmetric cell division, giving rise to a steady production of progenitors. Interestingly, despite the high rate of proliferation observed in the first days following wounding, at this time point, K14CREER clones are not on average bigger as compared to D0, suggesting that the effect of SC renewal is not yet observed at the population level.

By D14, most of the persisting K14CREER clones became enlarged in their basal attachment and were composed of a majority of suprabasal cells (Fig. 6l), while others formed long streaks of basal cells and suprabasal cells (Fig. 6m), suggesting that these clones produced an increased number of basal progenitors leading to basal cell expansion. Interestingly, these streaks originate from a minority (>1%) of K14CREER-induced cells and seem to be responsible for only part of the wound regeneration (for details see Supplementary Note 1).

It has been proposed that, during wounding, differentiated suprabasal cells can revert back to a progenitor state and actively contribute to repair^57^,^58^. To test this possibility, we administrated TAM to *InvCREER/RosaYFP* that labelled suprabasal cells and rare basal cells (Supplementary Fig. 5a,b), performed a punch biopsy and analysed the contribution of labelled suprabasal cells during wounding. Ten days after wounding, most of the lineage labelled suprabasal cells had been shed from the skin surface or remained present as spinous or granular cells. Despite the high frequency of suprabasal cell labelling, we found only very rare basal cells initially targeted by the InvCREER, and these contribute minimally and transiently to the wound repair as previously described^3^. We found no evidence that suprabasal cells can revert back to a progenitor-like state, as the density of basal cells contributing to the wound repair is much lower compared to that of basal cells labelled at induction (Supplementary Fig. 5a,b). These data suggest that dedifferentiation of differentiated suprabasal cells does not contribute to WH in the tail epidermis.

### Clonal analysis of infundibulum SC during WH

To assess whether different types of SCs arising from distinct epidermal regions present different clonal dynamics during WH, we performed clonal analysis on *Lrig1CREER/Rosa Confetti* mice targeting the upper HF SCs that include cells from the infundibulum, junctional zone and sebaceous gland, and that have been shown to contribute to WH^8^ (Fig. 7a,b). At D14, most of the Lrig1-labelled cells give rise to long streaks of progeny from the infundibulum to the LE (Fig. 7c) with the clones presenting the same fragmentation reported for the K14 tracing (Figs 6d,e and 7c). The 3D reconstruction showed that the Lrig1 clones, starting from D7, had an analogous cellular composition as the K14 with long streak of basal and suprabasal cells emanating from the infundibulum and directed toward the wound centre (Fig. 7d–f).

### Similar clonal dynamic of different epidermal SCs during WH

To gain further insight into the clonal dynamics of the IFE and the HF-derived SCs populations, we used a previously validated biostatistical framework^59^,^60^,^61^ to infer with high confidence the number of cells and cellular composition of clones (basal versus suprabasal cells) arising from single *K14* and *Lrig1CREER/Rosa Confetti*-targeted cells (Fig. 8a–e; Supplementary Note 1). To define how SCs balance proliferation and differentiation in the proliferative hub surrounding the wound edge, we analysed the clonal composition of *K14* and *Lrig1CREER/Rosa Confetti*-derived clones from D0 to D14 after wounding. From D4 to D14, the basal size of clones of both K14 and Lrig1CREER grew remarkably linearly (Fig. 8a,c). At first sight, this behaviour could indicate neutral competition, as has been reported for uninjured epidermis^12^,^62^. However, adapting the standard model of balanced stochastic progenitor cell fate, the observed rate of increase in the average basal size would translate to an unreasonably fast cell cycle time of >6 h. Rather, in this case, the linear increase indicates the labelling of an asymmetrically dividing subpopulation that drives the basal expansion through the steady production of progenitors (Supplementary Note 1). On the basis of the quantitative clonal analysis, we find that the data are consistent with a proliferative hierarchical model in which, during WH, a putative SC population at the apex divide perfectly asymmetrically giving rise to self-renewing progenitors in which the frequency of symmetrical duplication is balanced by symmetrical differentiation (Fig. 8f). Indeed, the existence of a persistent (SC) and a transient (progenitor) basal subpopulation might explain the fragmentation of clonal streaks. From the modelling of the clonal dynamics, we found that such model indeed predicts not only the increase in average basal clone size (Fig. 8c) but also recapitulates the detailed distributions of basal clones sizes in the K14CREER assay (Fig. 8d; Supplementary Note 1). Notably, such a hierarchical model coincides with that inferred from the study of homoeostatic turnover of interscale epidermis, but where the proliferation rate of SCs and progenitors have been massively increased^54^. Surprisingly, the conserved linearity of the average basal clone size and the shape of the size distribution suggested that Lrig1CREER targets SCs belonging to the same hierarchy as that targeted by K14CREER, but where a burst of proliferative activity at the earliest stages of regeneration expands the average number of SCs in each clone (Fig. 8c–f; Supplementary Note 1). Altogether, these data suggest that, irrespective of the epidermal origin, the regenerative stage of WH involves a sustained increase in proliferative activity of a minority of SCs, while keeping the fate behaviour and lineage relationship of SCs and progenitors largely unperturbed from their homoeostatic dependences.

## Discussion

Our study uncovers the clonal dynamics and individual contribution of SCs coming from different epidermal compartments during skin WH in mice. In contrast to what has been proposed for oesophagus repair and the growth of human keratinocytes *in vitro*^55^,^56^, our data show that WH does not increase the self-renewal capacities of progenitors, but rather leads to their massive depletion as proliferation increases. The repair of the skin epidermis does not induce a change in the cellular hierarchy of SCs and progenitors, or a change in the balance between renewal and differentiation but rather involves an increase in the proliferation rate of a small population of SCs that gives rise to progenitors upon asymmetric division leading to a linear increase in the individual clone size over time. Interestingly, IFE and infundibulum SCs present very similar clonal dynamics during wound repair, despite the fact that they are recruited from different regions of the epidermis.

Our study confirms the existence of two distinct epidermal zones during wound repair; a proliferative hub composed of the IFE and HF-derived SCs and their progeny and a LE composed of non-proliferative cells^3^, and uncovers the timing, gene expression signature and mechanisms that specify these two distinct compartments during WH (Fig. 9). We propose that the non-proliferative LE of the wound acts as a scaffold allowing a harmonious healing process, by creating a platform secreting high level of enzymes that remodel the surrounding ECM and fibrin clot allowing tissue regeneration to progress toward the centre of the wound and protecting the SCs and their progeny from the immediate vicinity of the wound front and infection.

A similar wound margin structure with elongated migrating cells has been described during the early stages of WH following incisional wound in humans^63^, supporting the notion that this mode of wound repair has been conserved during evolution. Further functional studies will be needed to refine the respective role of the genes identified here in the LE signature. The high level of expression of several of these genes in patients with chronic ulcers^64^,^65^ suggests that defects in the formation and/or function of this structure may induce wound-healing problems leading to chronic ulcer formation.

## Methods

### Mice

*K14CREER* transgenic mice were provided by Fuchs^66^. *Lrig1-CreERT2* mice were a kind gift from Jensen^67^. *Involucrin-CreERT2* were previously described^12^. *Rosaconfetti* mice were provided by Clevers^68^. *Rosa YFP*^69^ mice were obtained from Jackson Laboratory. All animals were mixed strains. No statistical methods were used to predetermine sample size. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment. Mice colonies were maintained in a certified animal facility in accordance with European guidelines. The experiments were approved by the local ethical committee (CEBEA).

### Targeting Confetti or YFP expression in wound experiments

For lineage tracing experiment, *K14CreER/RosaConfetti*, *Lrig1-CreERT2/RosaConfetti* and *Involucrin-CRERT2/Rosa-YFP* male and female adult (between 2 and 6 months old) mice were induced at 2 months with 0.03 mg g^−1^, 0.27 mg g^−1^ or 0.08 mg g^−1^ of TAM (Sigma-Aldrich), respectively, by intra-peritoneal (IP) injection. For K14-CreER and Lrig1-CreERT2 tracing, 2 weeks after TAM induction, mice were anesthetized (5% xylazine 10% ketamine in PBS) and circular pieces of epidermis were removed from the tail epidermis using a 3 mm diameter biopsy punch (Stiefel, Ireland). For *Involucrin-CRERT2/Rosa-YFP* mice the wound was performed 4 days after TAM injection to analyse the contribution of suprabasal cells. Each mouse was subjected to three different punches in the tail and at least five mice per time points were analysed.

### Proliferation experiments

For BrdU experiments, CD1 male and female adult (between 2 and 6 months old) mice were wounded, injected with one single injection IP of BrdU (50 mg kg^−1^ in PBS) at the different time points and killed 4 h after. For the quantification at least an area of 1.5 mm^2^ per region per wound was analysed with Imaris software (Bitplane) to determine the percentage of BrdU positive cells.

### Epidermal whole-mount and immunostaining

Pieces of skin tail surrounding the wound were incubated in PBS/EDTA (20 mM) on a rocking plate at 37 °C for 1 h. Epidermis was separated from the dermis using forceps as an intact sheet and washed two times with PBS. Pieces of epidermis were pre-fixed in 4% paraformaldehyde for 1 h at room temperature. Epidermis were rinsed two times with PBS for 5 min and conserved in PBS with 0.2% azide at 4 °C. For the immunofluorescence staining, the entire pieces of epidermis were incubated in blocking buffer (1% BSA, 5% horse serum, 0.8% Triton in PBS) for 3 h at room temperature on a rocking plate (100 r.p.m.). The samples were incubated in primary antibodies overnight at 4 °C. The primary antibodies used were the following: anti-Integrinβ4 (rat, 1:200, BD Biosciences), anti-K14 (chicken, 1:2,000, custom batch, Thermo Fischer), anti-GFP (rabbit, 1:200, Molecular Probes). Samples were then washed three times in PBS with 0.2% tween during 1 h and incubated in appropriate secondary antibodies diluted 1:400 in blocking buffer for 1 h at room temperature on the rocking plate. For BrdU staining, samples were incubated in HCl 1 M at 37 °C for 45 min, washed with PBS 0.2% tween, stained with anti-BrdU (rat, 1:200, Abcam) in blocking buffer and with appropriate secondary antibody. The following secondary antibodies were used: anti-rat, anti-chicken, anti-rabbit conjugated to AlexaFluor488 (Molecular Probes), to Rhodamine Red-X or to Cy5 (Jackson Immuno Research). Alexa488-conjugated phalloidin (Life Technologies) was used 1:200 in blocking buffer to visualize F-actin microfilaments. Nuclei were stained in Hoechst solution diluted 1:5,000 for 30 min and mounted in DAKO-mounting medium supplemented with 2.5% Dabco (Sigma). Immunostaining pictures of the whole mounts presented in the figures are representative images of at least five different experiments.

### Microscope image acquisition and measurements

All pictures of section immunostaining were acquired using the Axio Imager M1 Microscope, the AxioCamMR3 or MrC5 camera and using the Axiovision software (Carl Zeiss). Acquisitions were performed at room temperature using × 20 numerical aperture (NA) 0.4 (Carl Zeiss). All confocal images were acquired at room temperature with a LSM780 confocal system fitted on an AxioExaminer Z1 upright microscope equipped with C-Apochromat × 40/1.1 or Plan Apochromat × 25/0.8 water immersion objectives (Zeiss, Iena, Germany). Optical sections 512 × 512 pixels were collected sequentially for each fluorochrome. The data sets generated were merged and displayed with the ZEN2012 software (Zeiss). 3D reconstitution images were processed using Imaris (Bitplane) software.

### Histology and immunostaining on sections

Skin epidermis was removed from tailbone, embedded in OCT and kept at −80 °C. Sections of 6 μm were cut using a CM3050S Leica cryostat (Leica Mycrosystems). After fixation in 4% paraformaldehyde for 10 min at room temperature, tissues were washed three times in PBS for 5 min and incubated in blocking buffer (1% BSA, 5% Horse serum, 0, 2% Triton in PBS) for 1 h at room temperature. Primary antibodies were incubated overnight at 4 °C. Sections were rinsed three times in PBS and incubated with secondary antibodies and Hoechst in blocking buffer for 1 h at room temperature. Sections were again washed three times with PBS. The following primary antibodies were used: anti-K14 (chicken, 1:20,000, custom batch, Thermo Fischer); anti-K6 (rabbit, 1:6,000, Covance), anti-Flrt2/3 (rabbit, 1:100, Sigma); anti-Gprc5a (rabbit, 1:100, Sigma); anti-Myo1b (rabbit, 1:100, Sigma) and anti-α5-integrin (PE-conjugated rat, 1:200, BD or rabbit, 1:200, Abcam). For the anti-Tubb2 (rabbit, 1/1,000, Abcam) staining, fixation was performed in methanol at −20 °C for 2.5 min and the rest of the protocol was performed as described. The following secondary antibodies were used diluted to 1:400: anti-rabbit, anti-rat, anti-chicken conjugated to Alexa Fluor 488 (Molecular Probes), to rhodamine Red-X (Jackson Immunoresearch) or to Cy5 (Jackson Immunoresearch). Nuclei were stained in Hoechst solution (1:2,000) and slides were mounted in DAKO-mounting medium supplemented with 2.5% Dabco (Sigma). Immunostaining pictures of the skin sections presented in the figures are representative images of at least five different experiments.

### Dissociation of epidermal cells and cell sorting

The dermis and epidermis were removed from the tail bone and micro dissection was performed using two different sizes of punch biopsy: one punch of 4 mm in diameter was done, around the wound of 3 mm in diameter, to remove the LE zone and one punch of 6 mm in diameter was used to remove the proliferative centre, at D4 and D7 after wound. Another piece of skin was taken, as control, from a region far from the wounded area. The two replicate samples at each time points were a pull of five CD1 mice. The samples were incubated in HBSS (Gibco) 0,25% trypsin (Gibco) at 37 °C until the epidermis was separated from the dermis (30 min). Epidermis was then incubated on a rocking plate (100 r.p.m.) at room temperature for 5 min. Basal cells were mechanically separated from the epidermis by flushing 10 times under the epidermis. Tissues were then cut in small pieces with a scalpel and incubated again for 5 min on a rocking plate (100 r.p.m.) at room temperature. Trypsin was then neutralized by adding DMEM medium (Gibco) supplemented with 2% Chelex Fetal Calf Serum (FCS) and the cells were mechanically separated by pipetting 90 times and filtrated on 70 μm filter (Falcon). Cells were incubated in 2% FCS/PBS with primary antibodies for 30 min on ice, protected from the light, with shaking every 10 min. Primary antibodies were washed with 2% FCS/PBS and cells incubated for 30 min in APC-conjugated streptavidin (BD Biosciences), on ice, with shaking every 10 min. Living epidermal cells were gated by forward scatter, side scatter and negative staining for Hoechst dye. For the first microarray analysis, basal IFE and infundibulum cells were stained using PE-conjugated anti-α6-integrin (clone GoH3; 1/200, ebioscience) and bulge cells were stained with biotinylated CD34 (clone RAM34; 1:50, BD Biosciences). Basal cells from the IFE were targeted using CD34 negative and α6-integrin positive gating. 

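Krt5, Krt14 and Trp63 differed from control by a log2 fold change of -0.14 to 0.01 in the LE and the hub at both times, none past the threshold of limma. Itga6, an antigen of the sort, was higher in the LE at D4 by 0.42 (SE 0.11, adjusted p = 0.0327) and was 0.22 ± 0.11 (SE) at D7, 0.06 ± 0.11 in the hub at D4 and 0.07 ± 0.11 at D7. Cd34, the antigen used to exclude bulge cells, was 0.57 ± 0.20 and 0.21 ± 0.20 in the LE. In the hub Cd34 was 0.29 ± 0.20 and 0.05 ± 0.20, and none of these values was past the threshold. Its probe set had a mean of 3.82 over the 12 arrays, below the median of all probe sets (4.865). At that level its values cannot decide on bulge cells in the sort. Of 12 basal keratinocyte genes, 2 rose and 2 fell in the LE at D4 (3 and 2 adjusted over the list alone), and 2 fell at D7 (2). Krt15, found in basal cells and in the bulge, fell, with -2.48 (SE 0.39, adjusted p = 0.00256) at D4 and -1.88 ± 0.39 at D7.

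Of 18 genes of suprabasal differentiation, 2 rose and 5 fell in the LE at D4 (3 and 6 adjusted over the list alone), and 3 rose at D7 (3). Keratins 1, 2 and 10 were among those that fell at D4. Transglutaminase 1 (Tgm1), which cross-links the cornified envelope, rose by 2.13 (SE 0.27, adjusted p = 0.000803) at D4 and 2.45 (SE 0.27, adjusted p = 0.00048) at D7. Of 8 bulge and outer root sheath genes, Krt15 and Sox9 fell at D4 and Krt15 at D7 (1 rose and 2 fell, and 1 fell, adjusted over the list alone). Sox9 was at -0.61 in the LE at D4, while its other probe sets gave 0.31 and 0.09 there. Of 7 infundibulum and isthmus genes limma called 0 at D4 (0 at an unadjusted p under 0.05), and Lgr6 and Plet1 fell at D7 (3 adjusted over the list alone). The Itga6 call was lost in 4 of the 12 fits without 1 array (highest adjusted p = 0.136, without leading edge D4 replicate 1) and that of Krt15 at D7 in 3 of the 12 fits without 1 array (highest adjusted p = 0.0906, without leading edge D7 replicate 1).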

For the second microarray analysis, FITC-conjugated anti-α6-integrin (CD49f) (clone GoH3: 1:200, ebioscience) and PE-conjugated anti-α5-integrin (CD49e) (clone 5H10-27, 1:200, BD Bioscience) and biotinylated CD34 antibodies were used. The cells were sorted using CD34 negative α6-integrin positive α5-integrin positive gating. Before sorting, the cells were filtered again on 70 μm filter (Falcon). Fluorescence-activated cell sorting analysis was performed using FACSAria I at high pressure (70 psi) and FACSDiva software (BD Biosciences).

### Microarray analysis

Sorted cells (300 cells per sample) were collected directly in 45 μl of lysis buffer (20 mM DTT, 10 mM Tris–HCl pH 7.4, 0.5% SDS, 0.5 μg μl^−1^ proteinase K). Samples were then lysed at 65 °C for 15 min and frozen. RNA isolation, amplification and microarray were performed in the Functional Genomics Core, Barcelona. cDNA synthesis, library preparation and amplification were performed as described^70^. Microarrays were then performed on Mouse Genome 430 PM strip Affymetrix array at IRB Functional Genomics Core (Barcelona, Spain). The data were normalized using RMA algorithm. The entire procedure was repeated in three technical independent samples. Genetic signatures were obtained by considering genes presenting a fold change greater or smaller than 2 or −2, respectively, in each replicates. 

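Applied to the LE against control, a fold above 2 in each replicate gave 387 genes higher and 266 lower at D4, and 313 and 258 at D7. Of these, 376 and 261 at D4 and 300 and 239 at D7 were also called by limma. Among those that passed both were the metalloproteinase Mmp9, the protease inhibitor Timp1 and the transcription factor Zbtb16. In the hub the rule gave 61 higher and 15 lower at D4, and 56 and 31 at D7, of which limma called 26 and 6, and 38 and 12. For the LE against the hub it gave 185 higher and 120 lower at D4 and 102 and 96 at D7, of which limma called 158 and 101, and 68 and 59. Each replicate was set against the reference array of the same number, since the methods do not name the reference of a replicate's fold. In simulated data for the LE against control at D4, with 100 genes changed 2-fold and 100 changed 4-fold among 17097, the rule found 25 and 99 of them and limma 91 and 99. The rule also took in 7 unchanged genes, and limma 11. A 2-fold change lies on the rule's own threshold, so the 25 restates that threshold and does not measure how sensitive the rule is.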

The accession number for the microarray data are GEO: GSE76795 and GSE93638.

### 5-FU and dexamethasone experiments

For the 5-FU experiments, mice were treated shortly after wound surgery with Efudix 5% cream (Meda Pharma) applied topically on the upper part of the tail three times per day until the sacrifice. For the dexamethasone experiments, dexamethasone powder (Sigma) was resuspended at 1 mg ml^−1^ in ethanol 100% and diluted 5 × in sterile PBS. The mice were injected intraperitoneally once per day at the dose of 1 mg kg^−1^. The treatment started 2 days before the wound surgery and was sustained until the end of the experiment.

### Data availability

Data supporting the findings of this study are available within the article (and its Supplementary Information files) and from the corresponding author on reasonable request. The accession number for the microarray data are GEO: GSE76795 and GSE93638.

## Additional information

**How to cite this article:** Aragona, M. *et al*. Defining stem cell dynamics and migration during wound healing in mouse skin epidermis. *Nat. Commun.* **8,** 14684 doi: 10.1038/ncomms14684 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures, Supplementary Note and Supplementary References

## Figures and Tables

**Figure 1:**
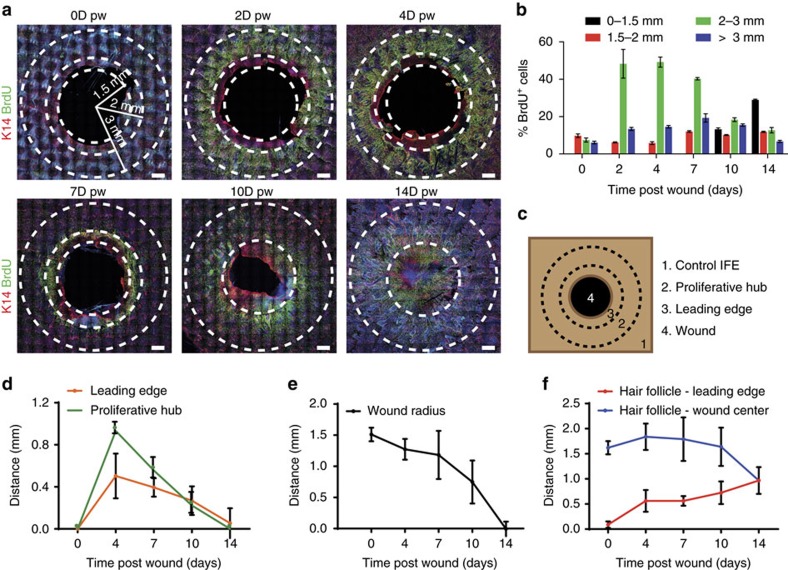
Respective contribution of cell proliferation and migration during WH. (**a**) Representative immunostaining of K14 (red) and BrdU (green) in whole-mount skin epidermis of the wounded region at the different time points. Dashed lines limit the wounded area, the LE and the proliferative hub. Scale bar, 500 μm. (**b**) Quantification of the percentage of BrdU positive cells according to the distance from the wound centre (*n*=5,000 cells/region counted from three different mice). (**c**) Descriptive scheme showing the situation in the early days after wound and the localization of the two different areas around the wound between 2 and 7 days after wound. (**d**) Measure of the width of the LE (orange line) and the proliferative hub (green line) overtime. Five measures were taken per wound (*n*=3 mice). (**e**) Measure of the average wound radius overtime. Five different measures were taken per wound (*n*=3 mice). (**f**) Measure of the distance between the nearest HF and the LE (red line) and the distance between the HF and the wound centre (blue line). Five different measures were taken per wound (*n*=3 mice).

**Figure 2:**
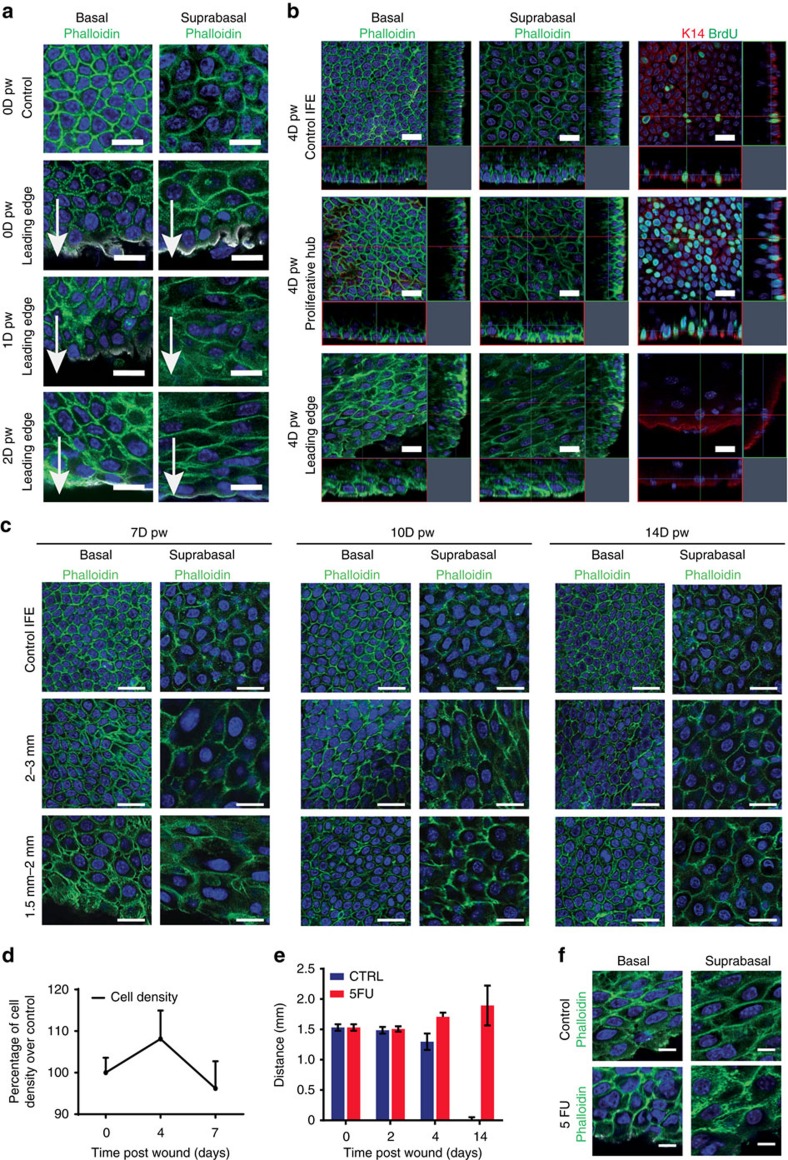
Modifications of cell polarity and cell shape during WH. (**a**) Representative confocal analysis of whole-mount epidermis stained for F-actin with phalloidin (green) and β4-integrin (white) showing the different shape of basal (left) and suprabasal (right) cells at the LE 0, 1 and 2 days after wound compare to a control area. Arrows indicate the direction of the wound. Scale bar, 20 μm. (**b**) Left and middle panels: representative confocal analysis of whole-mounted epidermis stained for F-actin with phalloidin (green) and β4-integrin (white) showing the shape of the basal (left) and suprabasal (middle) cells in the different regions, 4 days after wound. Right panel: immunostaining for BrdU (green) and K14 (red) in the different regions 4 days after wound. (**c**) Representative confocal pictures of whole-mounted epidermis immunostained for F-actin with phalloidin (green) showing the shape of the basal and suprabasal keratinocytes in the control area, proliferative hub (2–3 mm) and LE (0–2 mm) 7, 10 and 14 days after wound. Nuclei are stained with Hoechst (blue). Scale bar, 20 μm. (**d**) Percentage of cell density at 0, 4 and 7 days post wound in the proliferative hub normalized by a control area. Five different measures were taken per wound (*n*=4 mice). (**e**) Measure of the wound radius after 5-FU topical treatment compared to control-untreated mice (*n*=3 mice). (**f**) Representative confocal pictures of whole-mounted epidermis stained for F-actin with phalloidin (green) showing the elongated cells at the LE in the untreated mice and the random orientation of the cells in the same area after 5-FU treatment. Nuclei are stained with Hoechst (blue). Scale bar, 20 μm. Wound centre is at the bottom edge of the pictures.

**Figure 3:**
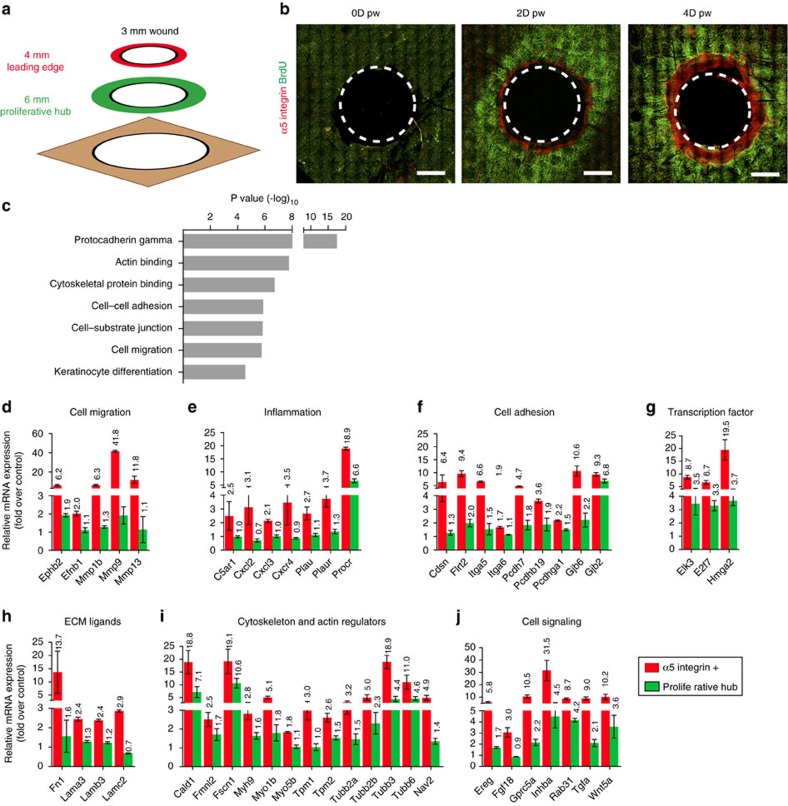
Molecular signature of the proliferative hub and the LE during WH. (**a**) Scheme showing the strategy used to isolate the LE with a 4 mm punch biopsy and the proliferative hub with a 6-mm-punch biopsy. (**b**) Representative maximum intensity projection of confocal pictures showing the immunostaining of whole-mount epidermis with α5-integrin (red) and anti-BrdU (green) 0, 2 and 4 days after wound. Note the expression of the α5-integrin by the non-proliferative LE cells only. (**c**) Gene ontology enrichment in the LE 4 days after wound (*n*=3). (**d**–**j**) LE signature. List of genes upregulated in the α5-integrin positive cells of the LE compared with the proliferative hub (*n*=3). These genes are implicated in cell migration (**d**), inflammation (**e**), cell adhesion (**f**), transcription (**g**), ECM composition (**h**), cytoskeleton and actin regulators (**i**) and cell signalling (**j**).

**Figure 4:**
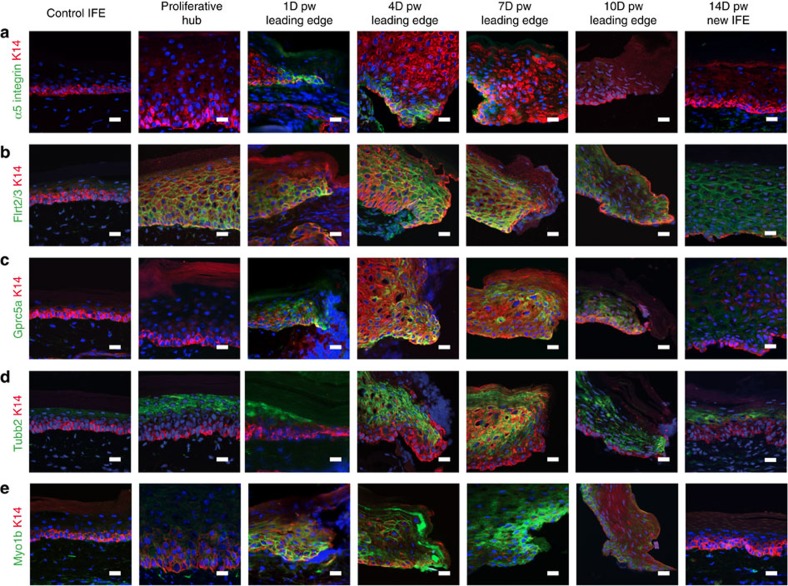
Spatiotemporal expression of the LE signature during WH. (**a**) Representative immunofluorescence of α5-integrin (green) on skin section showing a strong and transient expression of Itgα5 in the basal cells of the LE at D1, D4 and D7 after wound. (**b**) Representative immunofluorescence of Flrt2/3(green) on skin section showing its expression in the proliferative hub and the LE in basal and suprabasal cells from 1 to 7 days after wound and progressively decreasing 10 and 14 days after wound. (**c**) Representative immunofluorescence of Gprc5a (green) on skin sections showing its overexpression in the basal and suprabasal cells at the LE at the different time points. (**d**) Representative immunofluorescence of Tubb2 (green) showing its higher expression in the suprabasal cells both in the proliferative hub and the LE after wound. (**e**) Representative immunofluorescence for Myo1b (green) showing positive signal in the cells of the LE from D1 to D7. In all the pictures from **a**–**e** K14 is in red and the nuclei are stained with Hoechst (blue). Scale bar, 20 μm.

**Figure 5:**
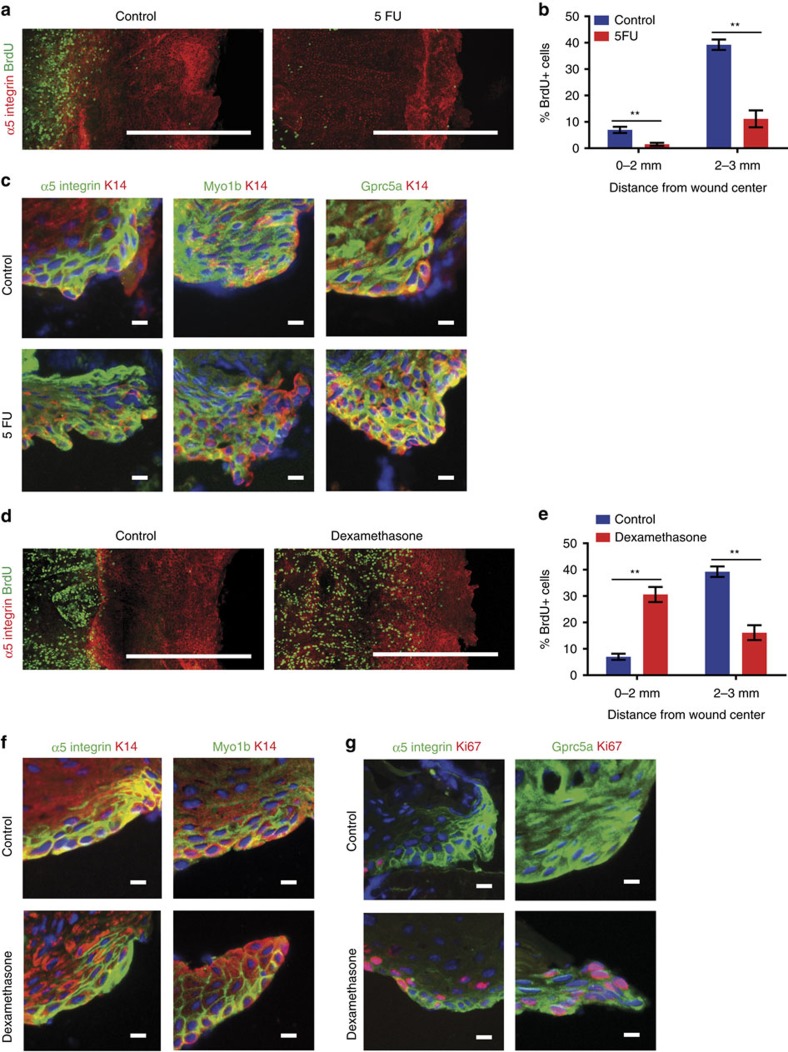
Mechanisms regulating the formation of the LE during WH. (**a**) Maximum intensity projection of representative confocal pictures of untreated (control) and 5-FU-treated mice (right). Scale bar, 500 μm. (**b**) Quantification of the percentage of BrdU positive cells in the LE (0–2 mm) and the proliferative hub (2–3 mm) of untreated (control) and 5-FU-treated mice (**P=0.0079 by Mann–Whitney test, *n*=5 mice). (**c**) Representative immunostaining of skin sections showing the presence of the α5-integrin, Myo1b and Gprc5a (green), and K14 (red) at the LE in normal wound and after 5-FU treatment. Scale bar, 10 μm. (**d**) Maximum intensity projection of representative confocal pictures showing whole-mounted epidermis stained for α5-integrin (red) and BrdU (green) 4 days after wound under normal condition (left) and after anti-inflammatory treatment with dexamethasone (right). Scale bar, 500 μm. (**e**) Quantification of the percentage of BrdU positive cells in the LE (0–2 mm) and the proliferative hub (2–3 mm) of untreated and dexamethasone-treated mice (**P= 0.0079 by Mann–Whitney test, *n*=5 mice). (**f**,**g**) Representative immunostaining on skin sections showing the expression of the α5-integrin, Myo1b (green) and K14 (red) (**f**), and the expression of α5-integrin, Gprc5a (green) and Ki67 (red) (**g**) at the LE in untreated and dexamethasone-treated mice. Scale bar, 10 μm.

**Figure 6:**
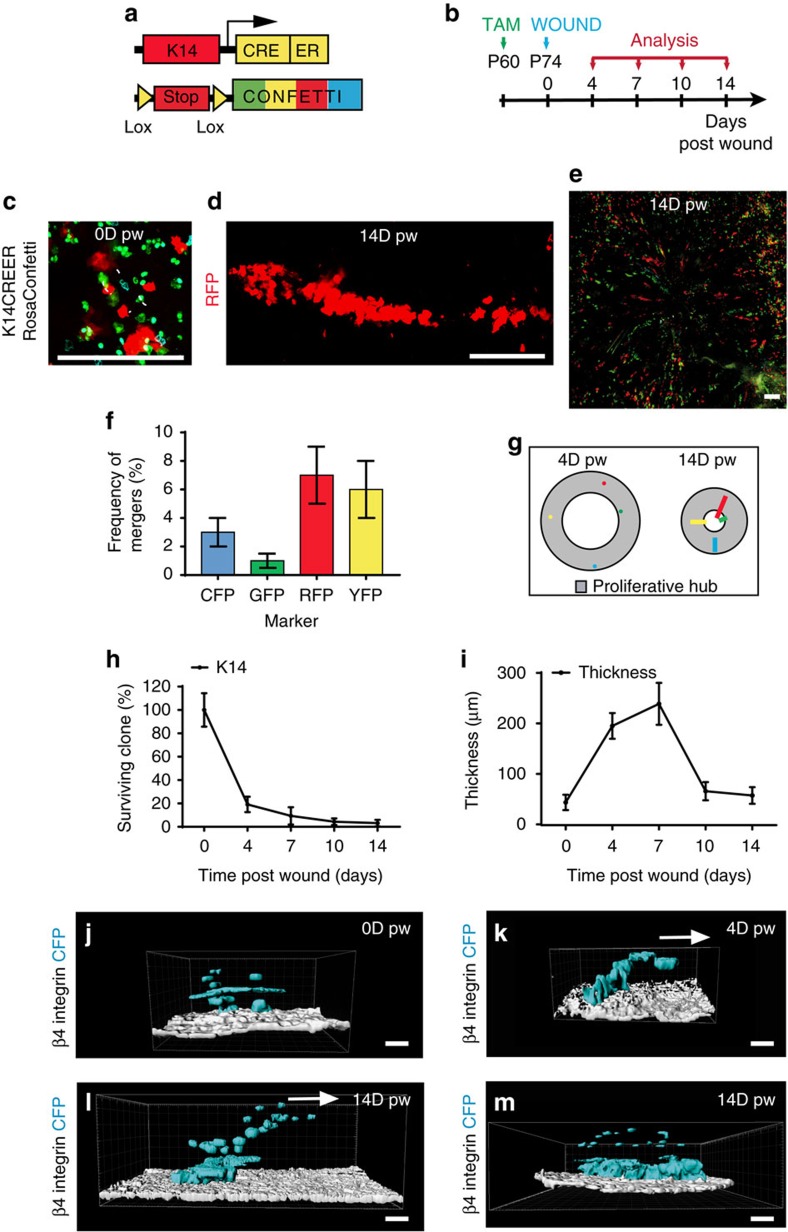
Clonal analysis of IFE SC and progenitors during WH. (**a**) Genetic labelling strategy used to trace K14 IFE progenitors during WH. (**b**) Time line of the wound experiment. *K14CREER/RosaConfetti* mice were induced with Tamoxifen at 2 months of age and wounded 2 weeks after. The samples were collected 0, 4, 7, 10 and 14 days after wound. (**c**,**d**) Maximum intensity projection of representative confocal pictures showing K14CREER clones 0 days (**c**) and 14 days (**d**) after wound. (**e**) Maximum intensity projection of a representative confocal picture showing whole-mounted wounded epidermis from *K14CREER RosaConfetti* 14 days after wound. Scale bar, 500 μm. (**f**) Frequency of mergers calculated for each confetti colour. (**g**) Representative scheme showing the position of the clones (coloured dots) in the proliferative hub (grey area) 4 days after wound and the streaks they form 14 days after wound (coloured lines). (**h**) Quantification of the percentage of K14CREER surviving clones overtime after wound showing the massive loss of basally attached clones between day 0 and day 4 post wound. (**i**) Measure of the thickness of the epidermis in the proliferative hub 0, 4, 7, 10 and 14 days after wound. (**j**–**m**) 3D reconstruction using Imaris software of representative *K14CREER RosaConfetti* CFP clones imaged by confocal microscopy during WH. To identify the basal cells attached to the basal lamina, samples were stained for b4 integrin (white). In the control unwounded area (**j**), suprabasal cells are found on the top of basal cells. The picture shows a clone composed of 11 cells, 4 basal and 7 suprabasal cells. In contrast, during healing, the newly produced suprabasal cells are migrating on the top of basal cells toward the wound centre (on the right) (**k**–**m**). In **k**, the clone has the same size as the control (11 cells) but has more suprabasal cells (9 suprabasal and only 2 basal cells). The clone at D14 shown in **l** has expanded to reach 39 cells in total (4 of them are basal cells). In **m**, another clone by contrast expanded basally (83 total cell size, 33 basal cells) at D14 post wound. Arrows indicate cell movement. Scale bar, 20 μm.

**Figure 7:**
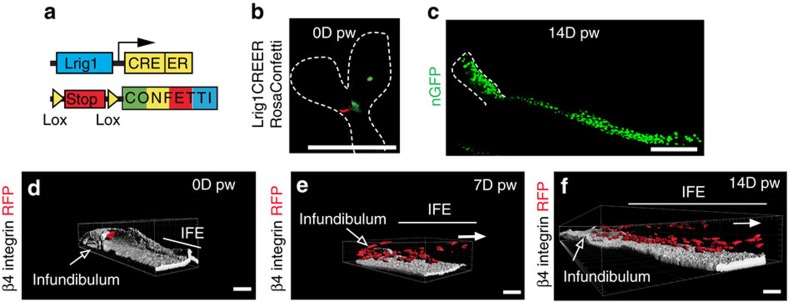
Clonal analysis of infundibulum SC during WH. (**a**) Genetic labelling strategy used to trace Lrig1 upper HF cells during WH. (**b**,**c**) Maximum intensity projection of representative confocal pictures showing Lrig1CREER clones 0 days (**b**) and 14 days (**c**) after wound. (**d**–**f**) 3D reconstruction of RFP (red) positive Lrig1-targeted clones with Imaris software. The β4-integrin (white) is marking the basal side. Initially and in normal conditions, Lrig1-targeted clone is confined in the upper part of the HF/infundibulum (**d**). Upon wound, the progeny of the clone is moving outside of the HF/infundibulum and lines of cells can be seen in the IFE 7 days (**e**) and 14 days after wound (**f**). The white arrows show the direction of the wound. Scale bar, 50 μm.

**Figure 8:**
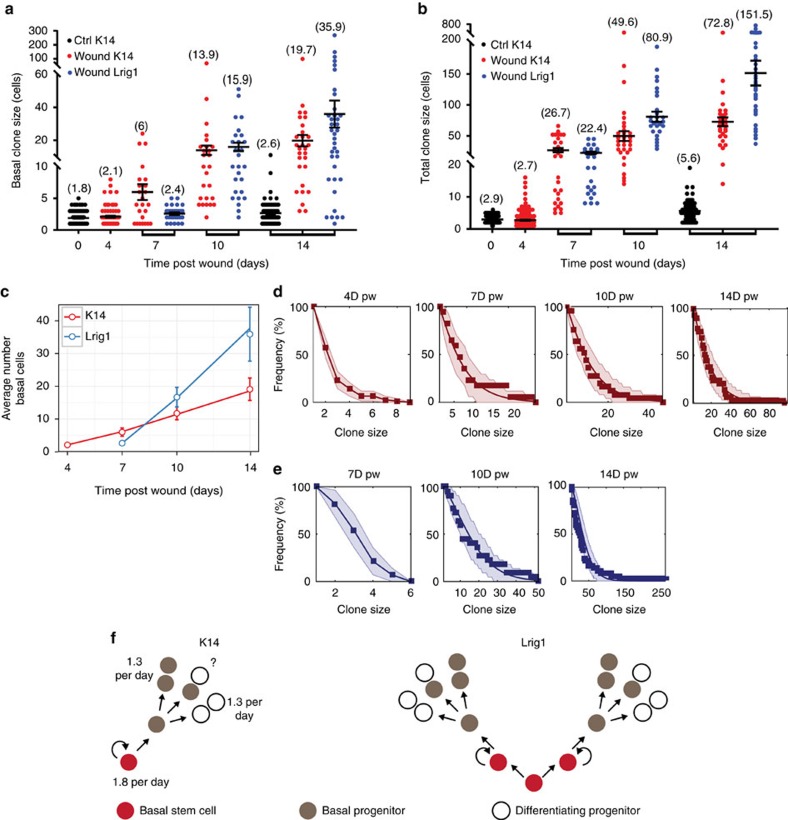
Distinct epidermal stem cells present similar clonal dynamic during WH. (**a**,**b**) Clone size distribution showing the number of basal cells (**a**) and the total number of cells (**b**) per clone counted in *K14CREER* and *Lrig1CREER RosaConfetti* mice. (**c**) Average number of basal cells per clone in K14CREER (red) and Lrig1CREER (blue) clones. Solid lines are model predictions. The linear growth of both populations suggests that the stem cells fate outcomes are balanced but Lrig1 SCs achieved at the beginning one more symmetric division initially than K14 SCs. (**d**,**e**) Cumulative frequencies of K14CREER (**d**) and Lrig1CREER (**e**) basal clone size at different days after wound (dots). Solid lines give the model prediction and shaded areas denote the uncertainty of the model given the experimental data (95% confidence intervals). (**f**) Model of SC and progenitors cell fate outcome in IFE for K14 (left) and Lrig1 (right) populations during WH. K14-targeted SCs (red, left panel) divide asymmetrically 1.8 (+0.6; −0.3) times per day and give rise to progenitors (grey, left panel) that divide 1.3 (+1.1; −0.6) times per day which then give rise to differentiated cells following a balanced cell fate outcome. Lrig1-targeted SCs (red, right panel) achieve initially one symmetrical division and then asymmetrical divisions giving rise to progenitors (left grey) which follows the same cell fate outcome as described for K14 SCs.

**Figure 9:**
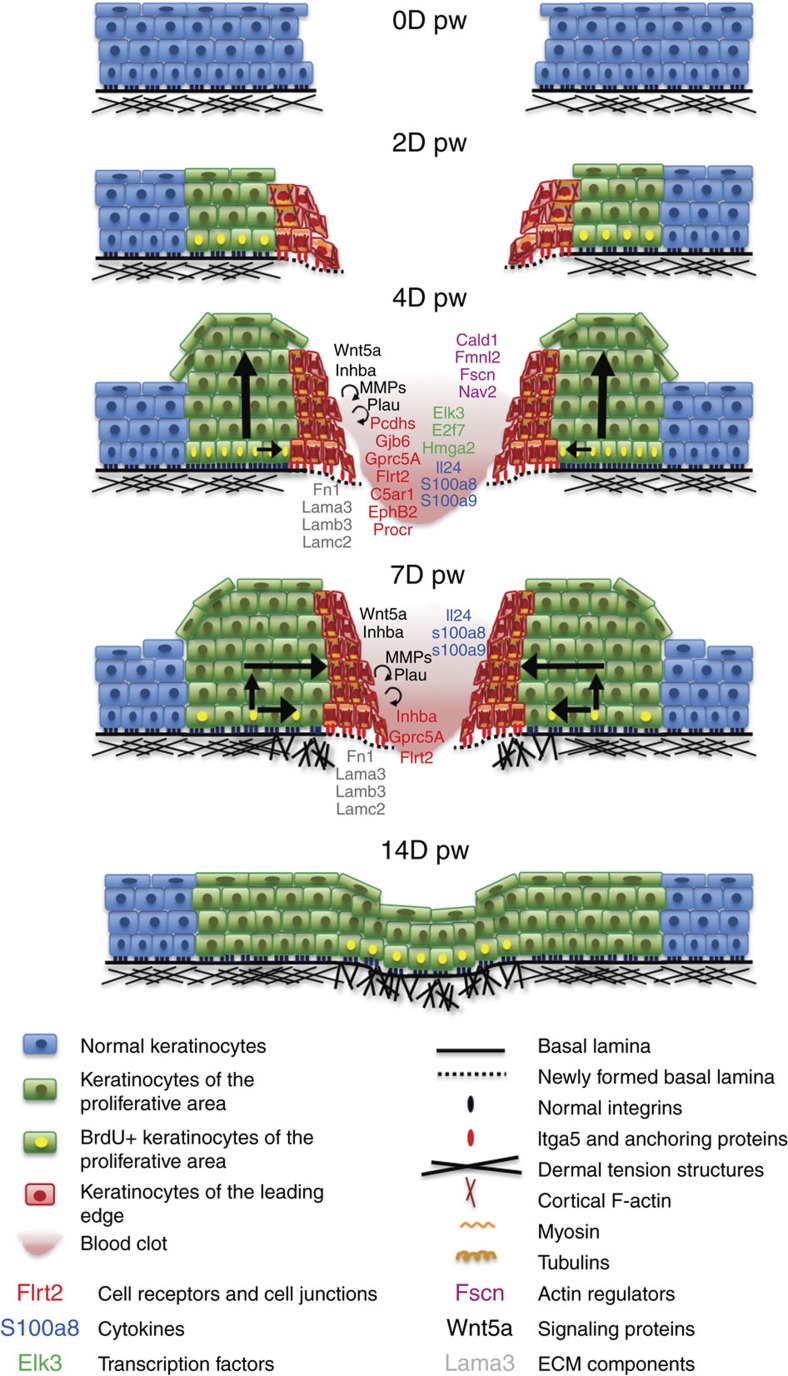
Model of WH in mice. Cartoons representing the different steps occurring during re-epithelialization of WH. Important genes expressed preferentially during wounding are highlighted. The arrows represent the movement of cells from the basal to the suprabasal compartment including their suprabasal migration.

## References

[b1] ArwertE. N., HosteE. & WattF. M. Epithelial stem cells, wound healing and cancer. Nat. Rev. Cancer. 12, 170–180 (2012).2236221510.1038/nrc3217

[b2] GurtnerG. C., WernerS., BarrandonY. & LongakerM. T. Wound repair and regeneration. Nature 453, 314–321 (2008).1848081210.1038/nature07039

[b3] CoulombeP. A. Wound epithelialization: accelerating the pace of discovery. J. Invest. Dermatol. 121, 219–230 (2003).1288041210.1046/j.1523-1747.2003.12387.x

[b4] PlikusM. V. . Epithelial stem cells and implications for wound repair. Semin. Cell Dev. Biol. 23, 946–953 (2012).2308562610.1016/j.semcdb.2012.10.001PMC3518754

[b5] TumbarT. . Defining the epithelial stem cell niche in skin. Science 303, 359–363 (2004).1467131210.1126/science.1092436PMC2405920

[b6] ItoM. . Stem cells in the hair follicle bulge contribute to wound repair but not to homeostasis of the epidermis. Nat. Med. 11, 1351–1354 (2005).1628828110.1038/nm1328

[b7] JaksV. . Lgr5 marks cycling, yet long-lived, hair follicle stem cells. Nat. Genet. 40, 1291–1299 (2008).1884999210.1038/ng.239

[b8] JensenK. B. . Lrig1 expression defines a distinct multipotent stem cell population in mammalian epidermis. Cell Stem Cell 4, 427–439 (2009).1942729210.1016/j.stem.2009.04.014PMC2698066

[b9] LevyV., LindonC., HarfeB. D. & MorganB. A. Distinct stem cell populations regenerate the follicle and interfollicular epidermis. Dev. Cell 9, 855–861 (2005).1632639610.1016/j.devcel.2005.11.003

[b10] LevyV., LindonC., ZhengY., HarfeB. D. & MorganB. A. Epidermal stem cells arise from the hair follicle after wounding. Faseb J. 21, 1358–1366 (2007).1725547310.1096/fj.06-6926com

[b11] SnippertH. J. . Lgr6 marks stem cells in the hair follicle that generate all cell lineages of the skin. Science 327, 1385–1389 (2010).2022398810.1126/science.1184733

[b12] MascreG. . Distinct contribution of stem and progenitor cells to epidermal maintenance. Nature 489, 257–262 (2012).2294086310.1038/nature11393

[b13] ChenL., MirzaR., KwonY., DiPietroL. A. & KohT. J. The murine excisional wound model: contraction revisited. Wound Repair Regen. 23, 874–877 (2015).2613605010.1111/wrr.12338PMC5094847

[b14] ItoM. . Wnt-dependent de novo hair follicle regeneration in adult mouse skin after wounding. Nature 447, 316–320 (2007).1750798210.1038/nature05766

[b15] PaladiniR. D., TakahashiK., BravoN. S. & CoulombeP. A. Onset of re-epithelialization after skin injury correlates with a reorganization of keratin filaments in wound edge keratinocytes: defining a potential role for keratin 16. J. Cell Biol. 132, 381–397 (1996).863621610.1083/jcb.132.3.381PMC2120730

[b16] WeissR. A., EichnerR. & SunT. T. Monoclonal antibody analysis of keratin expression in epidermal diseases: a 48- and 56-kdalton keratin as molecular markers for hyperproliferative keratinocytes. J. Cell Biol. 98, 1397–1406 (1984).620149210.1083/jcb.98.4.1397PMC2113245

[b17] LeighI. M. . Keratins (K16 and K17) as markers of keratinocyte hyperproliferation in psoriasis *in vivo* and *in vitro*. Br. J. Dermatol. 133, 501–511 (1995).757757510.1111/j.1365-2133.1995.tb02696.x

[b18] WojcikS. M., BundmanD. S. & RoopD. R. Delayed wound healing in keratin 6a knockout mice. Mol. Cell Biol. 20, 5248–5255 (2000).1086668010.1128/mcb.20.14.5248-5255.2000PMC85973

[b19] SchaferM. & WernerS. Transcriptional control of wound repair. Annu. Rev. Cell Dev. Biol. 23, 69–92 (2007).1747487610.1146/annurev.cellbio.23.090506.123609

[b20] SchelfhoutV. R. . The role of heregulin-alpha as a motility factor and amphiregulin as a growth factor in wound healing. J. Pathol. 198, 523–533 (2002).1243442310.1002/path.1240

[b21] PoindexterN. J. . IL-24 is expressed during wound repair and inhibits TGFalpha-induced migration and proliferation of keratinocytes. Exp. Dermatol. 19, 714–722 (2010).2054576010.1111/j.1600-0625.2010.01077.xPMC3161412

[b22] KerkhoffC. . Novel insights into the role of S100A8/A9 in skin biology. Exp. Dermatol. 21, 822–826 (2012).2288253710.1111/j.1600-0625.2012.01571.xPMC3498607

[b23] BarrandonY. & GreenH. Cell migration is essential for sustained growth of keratinocyte colonies: the roles of transforming growth factor-alpha and epidermal growth factor. Cell 50, 1131–1137 (1987).349772410.1016/0092-8674(87)90179-6

[b24] MarchisioP. C., BondanzaS., CremonaO., CanceddaR. & De LucaM. Polarized expression of integrin receptors (alpha 6 beta 4, alpha 2 beta 1, alpha 3 beta 1, and alpha v beta 5) and their relationship with the cytoskeleton and basement membrane matrix in cultured human keratinocytes. J. Cell Biol. 112, 761–773 (1991).182521210.1083/jcb.112.4.761PMC2288862

[b25] LarjavaH., SaloT., HaapasalmiK., KramerR. H. & HeinoJ. Expression of integrins and basement membrane components by wound keratinocytes. J. Clin. Invest. 92, 1425–1435 (1993).837659610.1172/JCI116719PMC288287

[b26] HertleM. D., KublerM. D., LeighI. M. & WattF. M. Aberrant integrin expression during epidermal wound healing and in psoriatic epidermis. J. Clin. Invest. 89, 1892–1901 (1992).160199610.1172/JCI115794PMC295888

[b27] GuoM. . Altered processing of integrin receptors during keratinocyte activation. Exp. Cell Res. 195, 315–322 (1991).207081510.1016/0014-4827(91)90379-9

[b28] HellerE., KumarK. V., GrillS. W. & FuchsE. Forces generated by cell intercalation tow epidermal sheets in mammalian tissue morphogenesis. Dev. Cell 28, 617–632 (2014).2469789710.1016/j.devcel.2014.02.011PMC4041280

[b29] StevensL. J. & Page-McCawA. A secreted MMP is required for reepithelialization during wound healing. Mol. Biol. Cell 23, 1068–1079 (2012).2226246010.1091/mbc.E11-09-0745PMC3302734

[b30] HattoriN. . MMP-13 plays a role in keratinocyte migration, angiogenesis, and contraction in mouse skin wound healing. Am. J. Pathol. 175, 533–546 (2009).1959003610.2353/ajpath.2009.081080PMC2716954

[b31] HartensteinB. . Epidermal development and wound healing in matrix metalloproteinase 13-deficient mice. J. Invest. Dermatol. 126, 486–496 (2006).1637445310.1038/sj.jid.5700084PMC2767339

[b32] MadlenerM., ParksW. C. & WernerS. Matrix metalloproteinases (MMPs) and their physiological inhibitors (TIMPs) are differentially expressed during excisional skin wound repair. Exp. Cell Res. 242, 201–210 (1998).966581710.1006/excr.1998.4049

[b33] OkadaA. . Expression of matrix metalloproteinases during rat skin wound healing: evidence that membrane type-1 matrix metalloproteinase is a stromal activator of pro-gelatinase A. J. Cell Biol. 137, 67–77 (1997).910503710.1083/jcb.137.1.67PMC2139851

[b34] LundI. K. . Concomitant lack of MMP9 and uPA disturbs physiological tissue remodeling. Dev. Biol. 358, 56–67 (2011).2180241410.1016/j.ydbio.2011.07.021

[b35] NunanR. . Ephrin-Bs drive junctional downregulation and actin stress fiber disassembly to enable wound re-epithelialization. Cell Rep. 13, 1380–1395 (2015).2654944310.1016/j.celrep.2015.09.085PMC4660216

[b36] HubnerG., HuQ., SmolaH. & WernerS. Strong induction of activin expression after injury suggests an important role of activin in wound repair. Dev. Biol. 173, 490–498 (1996).860600710.1006/dbio.1996.0042

[b37] MunzB. . Overexpression of activin A in the skin of transgenic mice reveals new activities of activin in epidermal morphogenesis, dermal fibrosis and wound repair. Embo J. 18, 5205–5215 (1999).1050815410.1093/emboj/18.19.5205PMC1171591

[b38] BeerH. D. . Expression and function of keratinocyte growth factor and activin in skin morphogenesis and cutaneous wound repair. J. Investig. Dermatol. Symp. Proc. 5, 34–39 (2000).10.1046/j.1087-0024.2000.00009.x11147673

[b39] WankellM. . Impaired wound healing in transgenic mice overexpressing the activin antagonist follistatin in the epidermis. Embo J. 20, 5361–5372 (2001).1157446810.1093/emboj/20.19.5361PMC125651

[b40] BambergerC. . Activin controls skin morphogenesis and wound repair predominantly via stromal cells and in a concentration-dependent manner via keratinocytes. Am. J. Pathol. 167, 733–747 (2005).1612715310.1016/S0002-9440(10)62047-0PMC1698729

[b41] AntsiferovaM. . Keratinocyte-derived follistatin regulates epidermal homeostasis and wound repair. Lab. Invest. 89, 131–141 (2009).1907932210.1038/labinvest.2008.120PMC4087116

[b42] LewisC. J. . Bone morphogenetic protein signaling suppresses wound-induced skin repair by inhibiting keratinocyte proliferation and migration. J. Invest. Dermatol. 134, 827–837 (2014).2412684310.1038/jid.2013.419PMC3945401

[b43] MollI., HoudekP., SchaferS., NuberU. & MollR. Diversity of desmosomal proteins in regenerating epidermis: immunohistochemical study using a human skin organ culture model. Arch. Dermatol. Res. 291, 437–446 (1999).1048201510.1007/s004030050435

[b44] GallinaroH. . A 4.2kb upstream region of the human corneodesmosin gene directs site-specific expression in hair follicles and hyperkeratotic epidermis of transgenic mice. J. Invest. Dermatol. 122, 730–738 (2004).1508656010.1111/j.0022-202X.2004.22306.x

[b45] TaoQ. . Identification of the retinoic acid-inducible Gprc5a as a new lung tumor suppressor gene. J. Natl Cancer Inst. 99, 1668–1682 (2007).1800021810.1093/jnci/djm208

[b46] ChenY. . Gprc5a deletion enhances the transformed phenotype in normal and malignant lung epithelial cells by eliciting persistent Stat3 signaling induced by autocrine leukemia inhibitory factor. Cancer Res. 70, 8917–8926 (2010).2095949010.1158/0008-5472.CAN-10-0518PMC2970717

[b47] ZhongS. . Lung tumor suppressor GPRC5A binds EGFR and restrains its effector signaling. Cancer Res. 75, 1801–1814 (2015).2574472010.1158/0008-5472.CAN-14-2005

[b48] Endo-MunozL. . E2F7 can regulate proliferation, differentiation, and apoptotic responses in human keratinocytes: implications for cutaneous squamous cell carcinoma formation. Cancer Res. 69, 1800–1808 (2009).1922354210.1158/0008-5472.CAN-08-2725

[b49] BlanpainC., LowryW. E., GeogheganA., PolakL. & FuchsE. Self-renewal, multipotency, and the existence of two cell populations within an epithelial stem cell niche. Cell 118, 635–648 (2004).1533966710.1016/j.cell.2004.08.012

[b50] YamagishiS. . FLRT2 and FLRT3 act as repulsive guidance cues for Unc5-positive neurons. Embo J. 30, 2920–2933 (2011).2167365510.1038/emboj.2011.189PMC3160250

[b51] SunB. K., SiprashviliZ. & KhavariP. A. Advances in skin grafting and treatment of cutaneous wounds. Science, 346, 941–945 (2014).2541430110.1126/science.1253836

[b52] SanchisA. . Keratinocyte-targeted overexpression of the glucocorticoid receptor delays cutaneous wound healing. PLoS ONE 7, 1–10 (2012).10.1371/journal.pone.0029701PMC325047122235328

[b53] BlanpainC. & SimonsB. D. Unravelling stem cell dynamics by lineage tracing. Nat. Rev. Mol. Cell Biol. 14, 489–502 (2013).2386023510.1038/nrm3625

[b54] Sánchez-DanésA. . Defining the clonal dynamics leading to mouse skin tumour initiation. Nature 536, 298–303 (2016).2745905310.1038/nature19069PMC5068560

[b55] DoupeD. P. . A single progenitor population switches behavior to maintain and repair esophageal epithelium. Science 337, 1091–1093 (2012).2282198310.1126/science.1218835PMC3527005

[b56] RoshanA. . Human keratinocytes have two interconvertible modes of proliferation. Nat. Cell Biol. 18, 145–156 (2016).2664171910.1038/ncb3282PMC4872834

[b57] FuX., SunX., LiX. & ShengZ. Dedifferentiation of epidermal cells to stem cells *in vivo*. Lancet 358, 1067–1068 (2001).1158994210.1016/S0140-6736(01)06202-X

[b58] MannikJ., AlzayadyK. & GhazizadehS. Regeneration of multilineage skin epithelia by differentiated keratinocytes. J. Invest. Dermatol. 130, 388–397 (2010).1967557910.1038/jid.2009.244PMC2879264

[b59] LescroartF. . Early lineage restriction in temporally distinct populations of Mesp1 progenitors during mammalian heart development. Nat. Cell Biol. 16, 829–840 (2014).2515097910.1038/ncb3024PMC6984965

[b60] ChababS. . Uncovering the number and clonal dynamics of Mesp1 progenitors during heart morphogenesis. Cell Rep. 14, 1–10 (2016).2672510910.1016/j.celrep.2015.12.013PMC4709258

[b61] WuidartA. . Quantitative lineage tracing strategies to resolve multipotency in tissue-specific stem cells. Genes Dev. 30, 1261–1277 (2016).2728416210.1101/gad.280057.116PMC4911926

[b62] ClaytonE. . A single type of progenitor cell maintains normal epidermis. Nature 446, 185–189 (2007).1733005210.1038/nature05574

[b63] OdlandG. & RossR. Human wound repair. I. Epidermal regeneration. J. Cell Biol. 39, 35–151 (1968).567844510.1083/jcb.39.1.135PMC2107509

[b64] RaymentE. A., UptonZ. & ShooterG. K. Increased matrix metalloproteinase-9 (MMP-9) activity observed in chronic wound fluid is related to the clinical severity of the ulcer. Br. J. Dermatol. 158, 951–961 (2008).1828439010.1111/j.1365-2133.2008.08462.x

[b65] ShihB. . Identification of biomarkers in sequential biopsies of patients with chronic wounds receiving simultaneous acute wounds: a genetic, histological, and noninvasive imaging study. Wound Repair Regen. 20, 757–769 (2012).2298504210.1111/j.1524-475X.2012.00832.x

[b66] VasioukhinV., DegensteinL., WiseB. & FuchsE. The magical touch: genome targeting in epidermal stem cells induced by tamoxifen application to mouse skin. Proc. Natl Acad. Sci. USA 96, 8551–8556 (1999).1041191310.1073/pnas.96.15.8551PMC17554

[b67] PageM. E., LombardP., NgF., GottgensB. & JensenK. B. The epidermis comprises autonomous compartments maintained by distinct stem cell populations. Cell Stem Cell 13, 471–482 (2013).2395475110.1016/j.stem.2013.07.010PMC3793873

[b68] SnippertH. J. . Intestinal crypt homeostasis results from neutral competition between symmetrically dividing Lgr5 stem cells. Cell 143, 134–144 (2010).2088789810.1016/j.cell.2010.09.016

[b69] SrinivasS. . Cre reporter strains produced by targeted insertion of EYFP and ECFP into the ROSA26 locus. BMC Dev. Biol. 1, 4 (2001).1129904210.1186/1471-213X-1-4PMC31338

[b70] Gonzalez-RocaE. . Accurate expression profiling of very small cell populations. PLoS ONE 5, e14418 (2010).2120343510.1371/journal.pone.0014418PMC3010985

# Supplementary material for: Defining stem cell dynamics and migration during wound healing in mouse skin epidermis
**Source:** Nat Commun. 2017 Mar 1;8:14684. doi: 10.1038/ncomms14684
**Supplement:** Supplementary Information — Supplementary Figures, Supplementary Note and Supplementary References

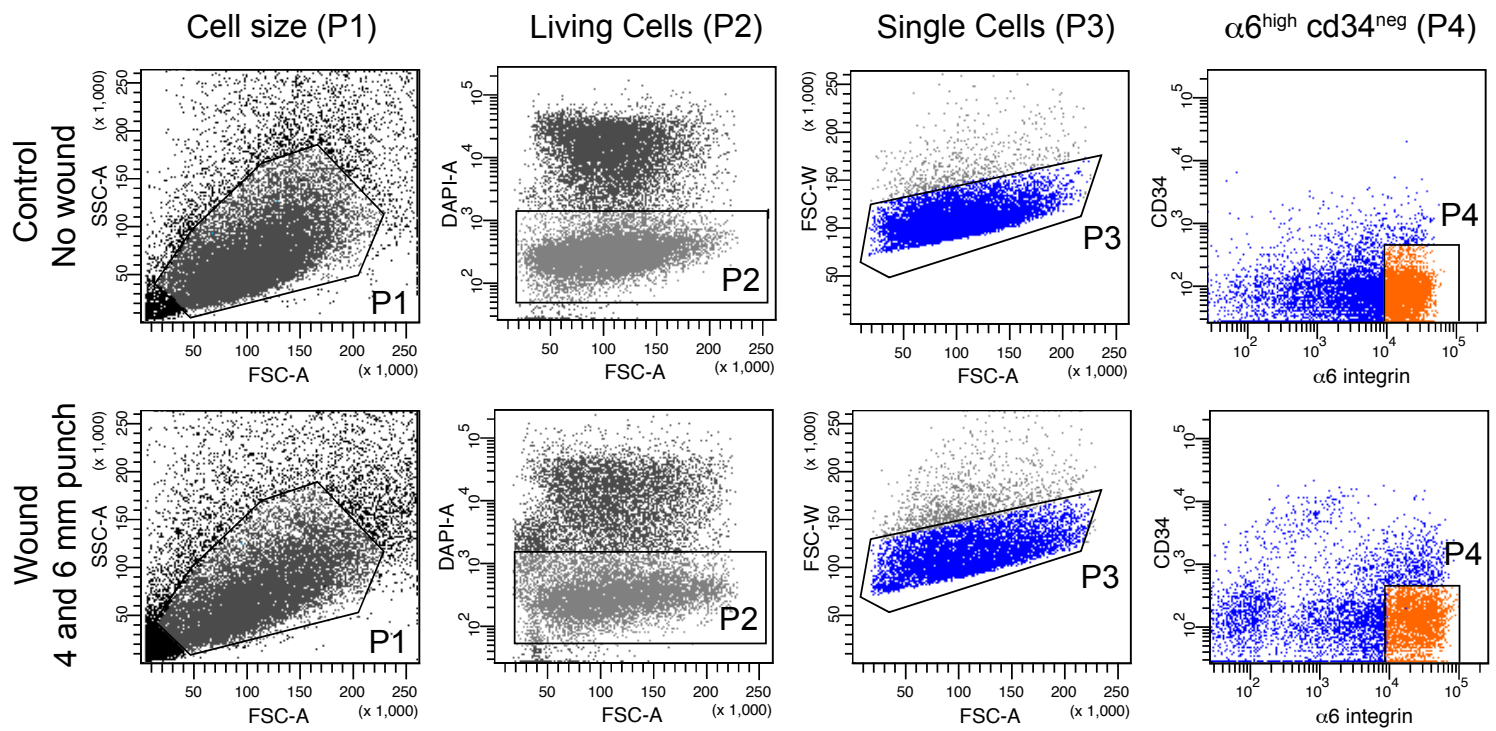

**Supplementary Figure 1. FACS strategy used to isolate basal cells from the LE and the proliferative hub 4 and 7 days after wound.**

Representative FACS plots showing the strategy used to isolate basal cells from the LE and the Proliferative hub. 4 and 7 days after wound, pieces of tail skin located far from the wound (control) and surrounding the wound obtained with the 6mm (proliferative hub) and the 4mm (leading edge) punches were dissociated by enzymatic and mechanical separation. Isolated epidermal cells were stained with  $\alpha 6$  integrin and CD34 antibodies. Single living cells were gated by debris exclusion (P1), DAPI exclusion (P2), doublet elimination (P3) and basal IFE  $\alpha 6^{\text{high}} \text{CD}34^{\text{neg}}$  cells were sorted (P4).

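The gates of these plots act one after another. Debris is left out by size and granularity, dead cells by the dye that enters them, and doublets by pulse shape. Basal cells of the epidermis attach to the basement membrane through α6-integrin, so a high α6 signal parts them from suprabasal cells, which carry less of it. CD34 marks keratinocytes of the hair follicle bulge, and its absence leaves basal cells of the interfollicular epidermis, with those of the infundibulum, which the paper's methods name as stained by the same α6 antibody.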

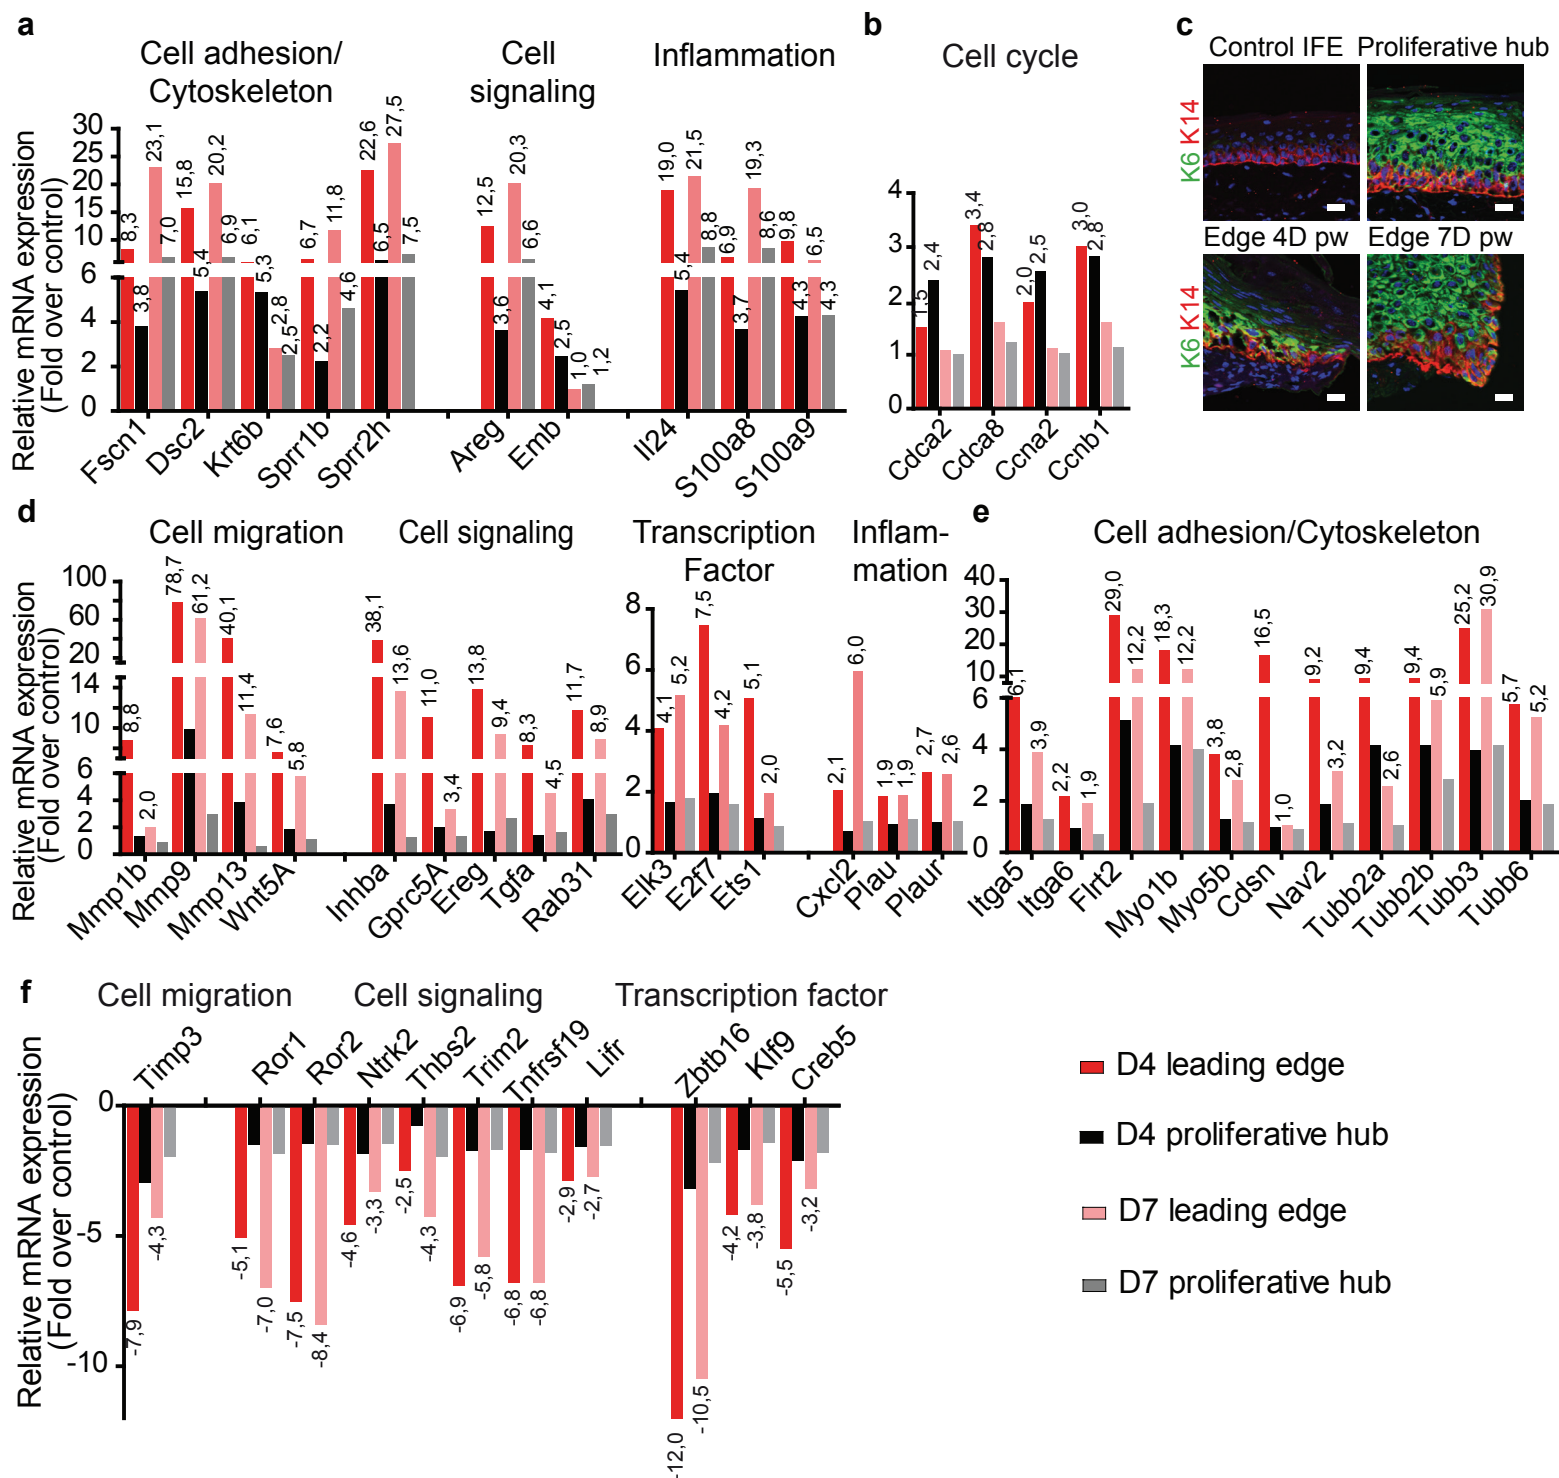

**Supplementary Figure 2. Gene expression in the proliferative hub and leading edge as a wound signature.**

**a-b**, Relative expression measured by microarray of genes upregulated in both proliferative hub and LE 4 and 7 days after wound. These genes are implicated in cell adhesion and cytoskeleton, cell signaling, inflammation (**a**) or cell cycle regulation (**b**). 

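The bars of the first panels give the fold of each region over control, and the arrays behind them are the 12 of the first microarray. Of the 9 measured genes drawn for adhesion, cytoskeleton, signalling and inflammation, limma called 7 higher in the LE and 2 in the hub at D4, and 8 and 6 at D7 (8, 8, 9 and 8 adjusted over the list alone). None was lower. Of the 3 measured genes drawn for the cell cycle, Ccna2 and Cdca8 were called in the LE at D4, and limma called 0 in the hub at D4 (3 at an unadjusted p under 0.05 and adjusted over the list alone) and 0 in either region at D7 (0 at an unadjusted p under 0.05). Cdca8, a subunit of the chromosomal passenger complex, was 1.71 (SE 0.41, adjusted p = 0.0205) in the LE and 1.40 ± 0.41 (SE) in the hub at D4, and Cdca2 was 0.24 ± 0.34 and 0.90 ± 0.34. Of 4 more genes that the paper's text names for this signature, all 4 were called in the LE at D4 and 3 at D7, and 0 in the hub at D4 (2 at an unadjusted p under 0.05) and 2 at D7 (4, 4, 2 and 2 adjusted over the list alone). The study chose these genes on the same arrays, so their counts are not independent evidence of the direction. The Cdca8 call was lost in 2 of the 12 fits without 1 array (highest adjusted p = 0.119, without leading edge D4 replicate 2).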

The fold changes are presented over the control (n=2). **c**, Immunofluorescence showing the expression of K6 (green) and K14 (red) on sections of epidermis in the proliferative hub and the leading edge 4 and 7 days after wound. Scale bar = 20µm. **d-e**, Relative expression measured by microarray of genes more specifically up regulated in the leading edge compared to the proliferative hub 4 and 7 days after wound. The genes are implicated in cell migration, cell signaling, transcription, inflammation (**d**) as well as cell adhesion and cytoskeleton (**e**). 

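Mmp9, a gelatinase, rose in the LE against control by a log2 fold change of 6.30 (SE 0.93, adjusted p = 0.00176) at D4 and 5.93 (SE 0.93, adjusted p = 0.00276) at D7. Against the hub it was 3.69 (SE 0.93, adjusted p = 0.0538) at D4, not past the threshold, and 4.57 (SE 0.93, adjusted p = 0.0351) at D7. With the replicate numbers as a block within the day, Mmp9 passed against the hub at D4 (adjusted p = 0.0271). Mmp13, a collagenase, was higher than in the hub by 4.06 (SE 0.89, adjusted p = 0.0311) and 4.01 (SE 0.89, adjusted p = 0.0476), and Mmp1b by 2.72 (SE 0.22, adjusted p = 0.000215) and 1.18 (SE 0.22, adjusted p = 0.0264). Wnt5a, a ligand of noncanonical Wnt signalling, was higher by 2.1 ± 0.26 (SE, adjusted p = 0.00199) and 2.18 ± 0.26 (adjusted p = 0.00424). Flrt2, a guidance protein, was higher by 1.94 ± 0.24 and 2.63 ± 0.24, and the cell cycle repressor E2f7 by 1.96 ± 0.23 and 1.38 ± 0.23. Cdsn, the protein corneodesmosin, was 3.25 (SE 0.71, adjusted p = 0.0306) at D4 and 0.22 (SE 0.71, adjusted p = 0.94) at D7.

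Of the 15 genes drawn for migration, signalling, transcription and inflammation, 11 were higher in the LE than in the hub at each time and 14 higher than in control (14 and 15, and 14 and 15, adjusted over the list alone). Of 9 measured for adhesion and cytoskeleton, 7 and 5 were higher than in the hub and 9 and 6 higher than in control (9 and 7, and 9 and 7). The study chose both sets on these arrays, so this is not independent evidence of the direction. Of 15 measured metalloproteinases fixed as a list, 8 rose and 1 fell in the LE against control at D4 (10 and 1 adjusted over the list alone), and 6 rose and 1 fell at D7 (7 and 1). Against the hub 3 were higher and 1 lower at D4 (8 and 1) and 4 and 1 at D7 (6 and 1). The one that fell was Mmp2, also lower than in the hub, at -1.91 (SE 0.13, adjusted p = 0.000149) at D4 and -1.43 (SE 0.13, adjusted p = 0.00142) at D7. Camera with a preset correlation called the list higher at both times (adjusted p = 0.00038 and 0.0281), and with an estimated correlation at neither (adjusted p = 0.112 and 0.259). Calls against the hub were lost in part of the 12 fits without 1 array: Mmp9 at D7 in 6 (0.219 without leading edge D7 replicate 1), Mmp13 in 6 at D4 and 8 at D7 (0.181 without leading edge D4 replicate 1 and 0.285 without leading edge D7 replicate 1), Mmp1b at D7 in 3 (0.135 without proliferative hub D7 replicate 1), E2f7 at D7 in 3 (0.115 without proliferative hub D7 replicate 2) and Cdsn in 8 (0.137 without proliferative hub D4 replicate 2).

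**Figure D3:**
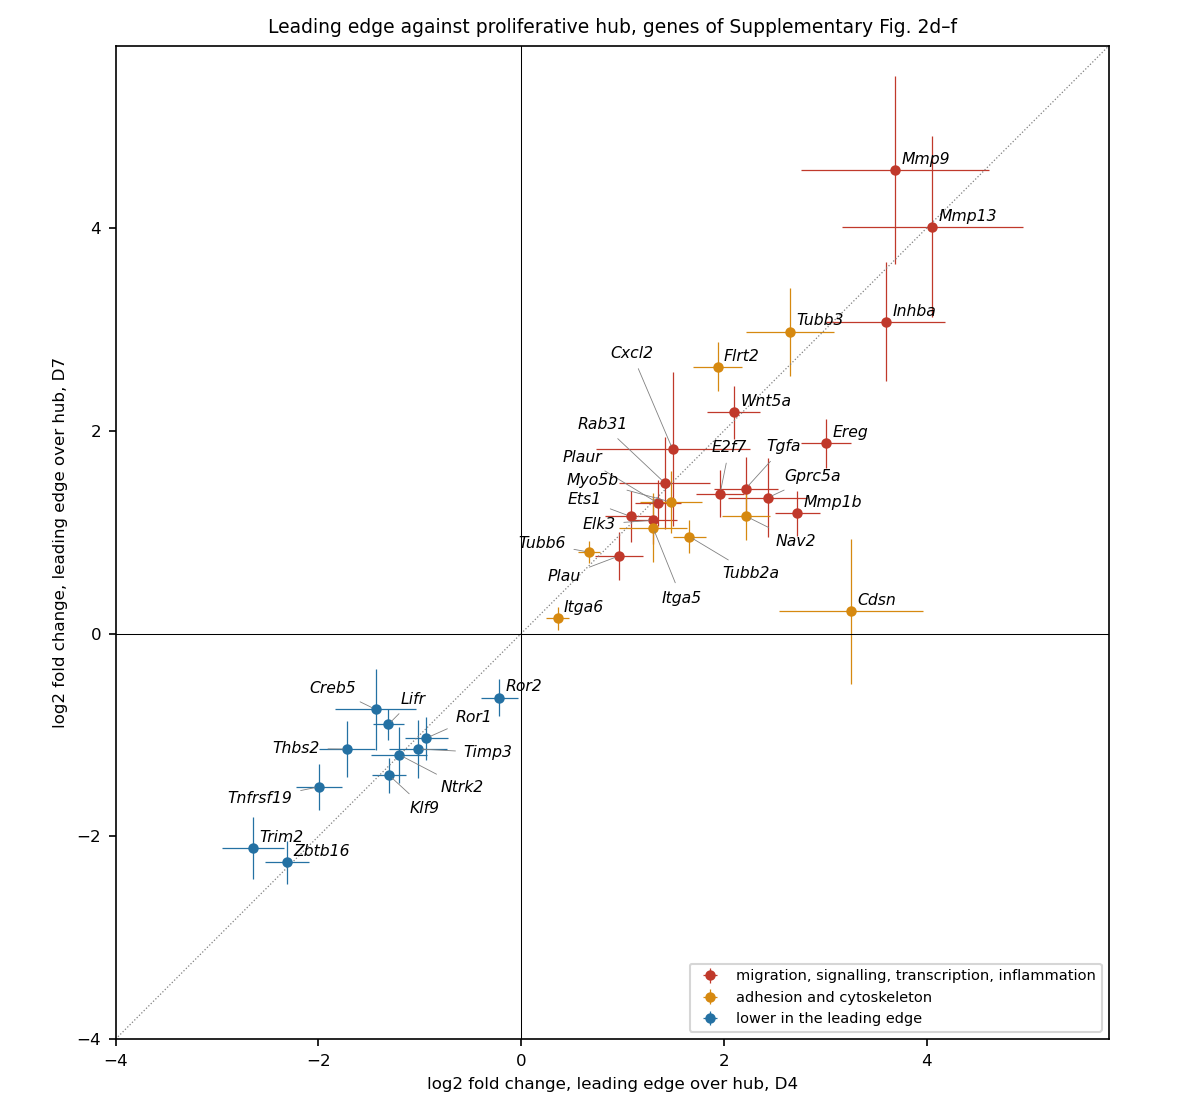
Log2 fold change of the LE over the hub at D4 (horizontal) and D7 (vertical) for the measured genes of Supplementary Fig. 2d–f, with standard errors from limma; colours give the panels' gene groups and the dotted line marks equal values. Mmp9, Mmp13 and Inhba lie farthest up, and Cdsn is at 3.25 at D4 and 0.22 at D7.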

The fold changes are presented over the control (n=2). **f**, Relative expression of genes down regulated in the leading edge compared to the proliferative hub 4 and 7 days after wound. The fold changes are presented over the control (n=2).

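Zbtb16, a transcription factor, was lower in the LE than in the hub, with a log2 fold change of -2.31 (SE 0.21, adjusted p = 0.000423) at D4 and -2.26 (SE 0.21, adjusted p = 0.00154) at D7. Klf9, another one, was at -1.30 (SE 0.17, adjusted p = 0.00266) and -1.40 (SE 0.17, adjusted p = 0.00424), the ubiquitin ligase Trim2 at -2.64 ± 0.30 (SE) and -2.12 ± 0.30, and the receptor Tnfrsf19 at -1.99 ± 0.23 and -1.51 ± 0.23. The other probe set of Zbtb16 gave -1.11 at D4 and -1.13 at D7, and those of Klf9 ran from -1.64 to 0.07 at D4. Against control, Zbtb16 was at -3.36 ± 0.21 and -3.39 ± 0.21. Of the 11 genes drawn, all 11 were lower in the LE than in control at both times, and 8 at D4 and 6 at D7 lower than in the hub (10 and 10 adjusted over the list alone). The study chose them on these arrays, so the counts are not independent evidence of the direction.

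Ror1 and Ror2, receptors of Wnt5a, were lower in the LE than in control at both times, Ror1 at -1.43 (SE 0.21, adjusted p = 0.00186) and -1.18 (SE 0.21, adjusted p = 0.00564) and Ror2 at -0.71 (SE 0.18, adjusted p = 0.0281) and -0.84 (SE 0.18, adjusted p = 0.0138). Of 17 Wnt and planar polarity receptors and ligands, 3 rose and 5 fell in the LE against control at D4 (3 and 7 adjusted over the list alone), and 2 rose and 3 fell at D7 (3 and 3). Against the hub, the D7 calls of Klf9, Trim2 and Tnfrsf19 were lost in 1, 3 and 4 of the 12 fits without 1 array (0.0521 without leading edge D7 replicate 1, and 0.0872 and 0.0963 without proliferative hub D7 replicate 2). Those of Ror2 against control were lost in 3 at D4 (0.171 without control D4 replicate 2) and 4 at D7 (0.0803 without control D7 replicate 2).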

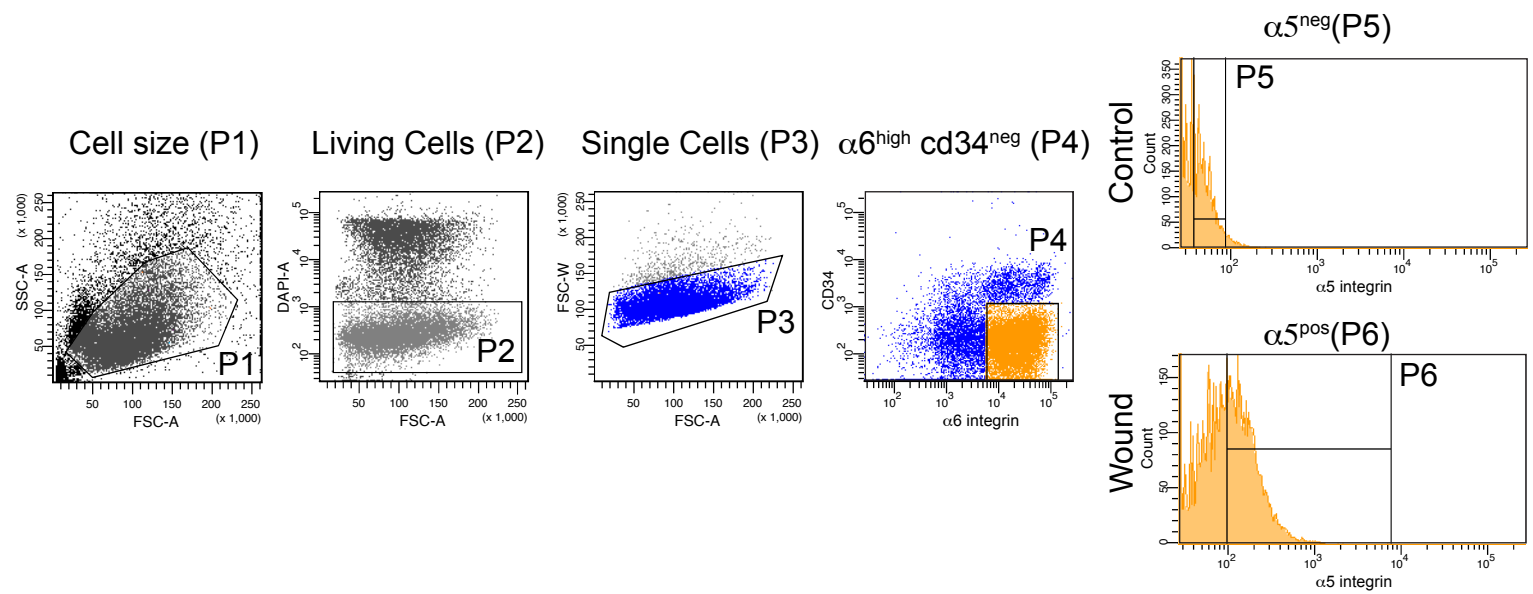

**Supplementary Figure 3. FACS strategy used to isolate LE basal cells using their  $\alpha 5$  integrin specific expression 4 days after wound.**

Representative FACS plots showing the strategy used to isolate LE basal cells based on  $\alpha 5$  integrin expression. 4 days after wound, pieces of tail skin located far from the wound (control) and surrounding the wound obtained with the 4mm punch were dissociated by enzymatic and mechanical separation. Isolated epidermal cells were stained with  $\alpha 5$  integrin,  $\alpha 6$  integrin and CD34 antibodies. Single living cells were gated by debris exclusion (P1), DAPI exclusion (P2), doublet elimination (P3). Within the  $\alpha 6^{\text{high}}$   $\text{CD}34^{\text{neg}}$  gate (P4), basal IFE cells were sorted according to their  $\alpha 5$  integrin expression.

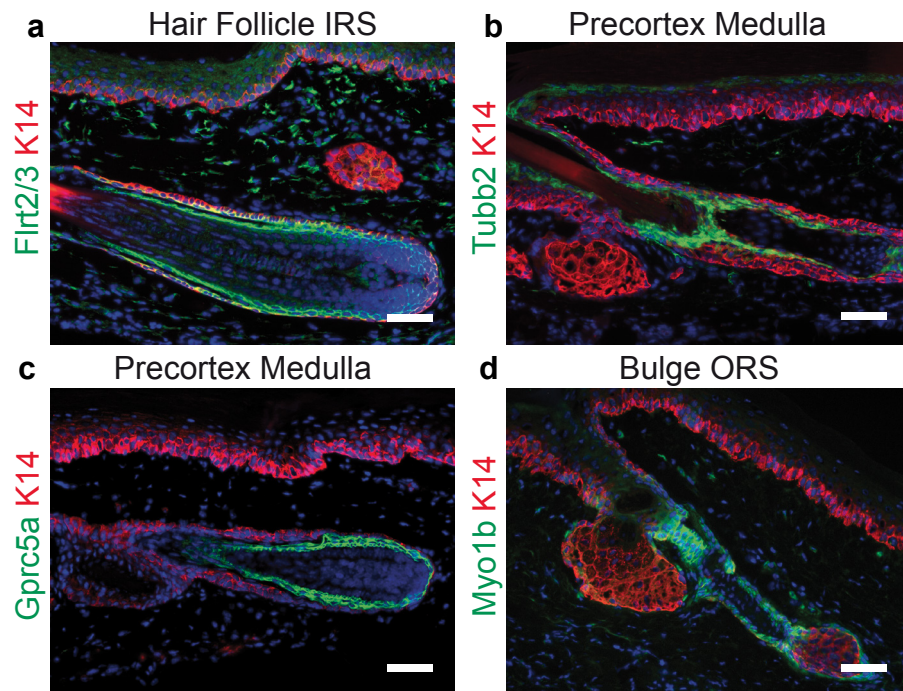

**Supplementary Figure 4. Expression of the LE markers in the hair follicle.**

**a-d**, Immunofluorescence of the wound markers (green) in normal unwounded skin. Flrt2/3 is expressed in the inner root sheath (IRS) of the normal hair follicle (**a**), Tubb2 and Gprc5a are expressed in the precortex medulla (**b-c**) and Myo1b is expressed in the bulge outer root sheath (ORS) (**d**). In all the pictures K14 is in red and the nuclei are stained with Hoechst (blue). Scale bar =50µm.

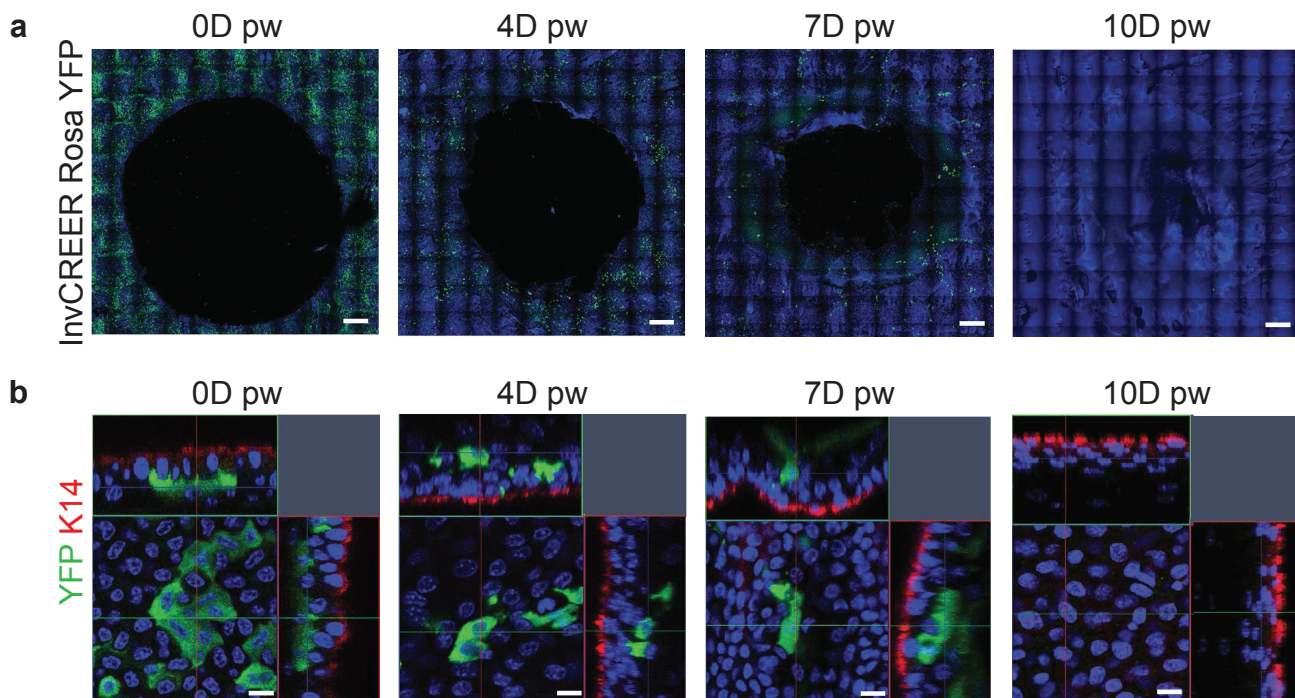

### Supplementary Figure 5. Suprabasal cells do not revert back to basal cells during WH.

**a**, Maximum intensity projection of representative confocal pictures showing YFP immunostaining performed on whole-mount of wounded tail epidermis 4 days after TAM administration to *InvCREER/RosaYFP* mice and analysed at different times following wounding. Most of the *Inv* suprabasal cells are lost during the healing process. Scale bar = 500µm. **b**, Representative confocal pictures of YFP (green) and K14 (red) expression in *InvCREER/RosaYFP* mice in whole mount immunostaining at the different time points following wounding, showing the departure of the suprabasal *Inv* YFP labelled clones from the IFE. Scale bar = 20µm.

# Supplementary Note 1

In this Supplementary Note we present further details of the biophysical and statistical approach used to infer the lineage hierarchy and proliferation kinetics of progenitors involved in skin wound healing. By taking into account the potential frequency of mergers we estimate the fraction of K14CREER cells contributing to wound healing. We then make use of stochastic modelling approach to infer the simplest model which is capable of describing the broad range of clonal dynamics observed in experiment.

## Fraction of K14CREER progenitors contributing to wound healing

We begin our analysis by determining the fraction of K14CREER cells contributing to skin regeneration. To this end we first note that if labelling of K14CREER cells is statistically independent and representative this fraction is equal to the fraction of *labelled* K14CREER cells contributing to the wound. Denoting by  $n$  the number of labelled clones involved in wound healing and by  $N$  the total number of labelled clones that are capable of wound healing this fraction is given by  $f = n/(mN)$ . Here,  $m$  is the average number of basal cells in K14CREER clones. For the purpose of this analysis we define clones that contribute to wound healing as unicolour stripe-like structures that radially extend from the tissue surrounding the wound towards the centre of the wound. As the wound in most samples is closed at day 14 post wounding the number of stripes in a given wound is a proxy for  $n$ . The analysis of the experimental data is complicated by the relatively high induction frequency and the possibility that a given stripe is the merger of two different clones. To correct for possible merging events we therefore calculate the probability of merging for stripes of

a given colour  $c$ . If induction and stripe formation are each statistically independent and uniformly distributed around the wound the probability that neighbouring stripes are located at a distance  $d$  is  $g(d) = \rho_c \exp(-\rho_c d)$ , where  $\rho_c$  is the density of stripes of colour  $c$ . Then, if  $w$  is the typical width of stripes, the probability that nearest neighbours overlap is  $G_{\text{unicolour}}^c = 1 - \exp(-\rho_c w)$ . If the density of stripes is low,  $\rho_c \ll 1$ , we can approximate the merging probability by expanding the exponential,

$$G_{\text{unicolour}}^c \approx \rho_c w. \quad (1)$$

As we do not know  $\rho_c$  we proceed by investigating merging events of stripes in different colours. The probability that clones of different colours merge is equal to the probability of mergers between any two colours times the probability that two stripes are of different colour,

$$G_{\text{bicolour}} \approx \rho_{\text{tot}} w \left( 1 - \sum_c r_c^2 \right) \quad (2)$$

Here,  $r_c$  is the relative frequency of colour  $c$ , which we can calculate from relative colour abundances in the control region and  $\rho_{\text{tot}} = \sum_c \rho_c$ . We can solve this equation for  $w$  and substitute into the expression for  $G_{\text{unicolour}}^c$  to obtain

$$G_{\text{unicolour}}^c \approx \frac{G_{\text{bicolour}}}{1 - \sum_c r_c^2} \frac{\rho_c}{\rho_{\text{tot}}}. \quad (3)$$

The second fraction on the right hand side is the ratio of the density of stripes labelled in colour  $c$  and the total density of labelled stripes. This ratio is equal to the relative recombination frequency of colour  $\rho_c / \rho_{\text{tot}} = r_c$ , and it can therefore be calculated from the control region.

To infer the frequency of mergers of a given colour we still need to calculate the fraction of bicolour mergers,  $G_{\text{bicolour}}$ , from the experimental data. This fraction is simply the number of bicolour

mergers of any colour combination,  $n_{\text{bicolour}}$ , divided by to total number of stripes. For the latter we again need to correct for the possibility of mergers and obtain

$$G_{\text{bicolour}} \approx \frac{n_{\text{bicolour}}}{n_{\text{stripes}} (1 + \sum_c r_c G_{\text{unicolour}}^c)}. \quad (4)$$

Substituting this into the expression for  $G_{\text{unicolour}}^c$  we obtain

$$G_{\text{unicolour}}^c + G_{\text{unicolour}}^c \sum_c r_c G_{\text{unicolour}}^c \approx \frac{n_{\text{bicolour}} r_c}{n_{\text{stripes}} (1 - \sum_c r_c^2)}. \quad (5)$$

To proceed we again note that  $\rho_c$  is small, such that we may restrict our analysis to the highest order contributions in  $\rho_c$ . As  $G_{\text{unicolour}}^c$  is proportional to  $\rho_c$  the first term on the left hand side is of order  $\rho_c$  while the other terms on the left hand side are of order  $\rho_c^2$  and can therefore be neglected. By not taking into account these terms we slightly overestimate the frequency of mergers. We finally obtain the following approximate expression for the frequency of mergers in colour  $c$ ,

$$G_{\text{unicolour}}^c \approx \frac{n_{\text{bicolour}} r_c}{n_{\text{stripes}} (1 - \sum_c r_c^2)}. \quad (6)$$

Calculating the frequency of mergers for the different colours in all wounds we found that mergers are relatively rare, constituting on average less than 10% of all unicolour stripes (Extended Data Fig. 2d). With this, the total number of stripes in a given colour is  $n^c = n_{\text{stripes}}^c (1 + \sum_{c'} r_{c'} G_{\text{unicolour}}^{c'})$ . Summation over all colours finally gives  $n = n_{\text{stripes}} (1 + \sum_c r_c G_{\text{unicolour}}^c)$ .

We now calculate the number of labelled K14CREER cells in the recruitment area around the wound. To this end we multiply the density of clones at the time of initiation of stripes,  $\rho_0$ , with the recruitment area,  $A$ , from which K14CREER cells can be activated to form stripes:  $N = \rho_0 A$ . We quantified the clonal density in the recruitment area at day 4 post wounding, when stripe formation

is initiated. We found that, on average, roughly  $306 \pm 84$  (95% confidence intervals) K14CREER clones populate an area of  $1\text{mm}^2$ . We defined the recruitment area by the ring spanned by the 10th and the 90th percentiles of the distances between the starting positions of stripes to the center of the wound. As we took these positions at day 14 post wounding we corrected these distances for the contraction of the tissue surrounding the wound. We found that until day 14 tissue contraction led to a 30% decrease of the distance between the hair follicles and the centre of the wound (Figure 1f of the main text). We therefore increased these distances by 30% to take account for the fact that the recruitment area was larger at the time of initiation than at day 14. With this we found that the recruitment area is roughly  $16\text{ mm}^2$ , corresponding to a ring of width 1 mm around the boundary of the wound. Therefore, on average  $4853 \pm 1336$  clones were labelled at day 4 in the recruitment area. With an average number of basal cells in these clones of  $0.67 \pm 0.16$  we find that, on average,  $3242 \pm 868$  basal cells were labelled at the initiation of stripe formation.

Taken together we obtain that  $0.2 \pm 0.2\%$  of K14CREER cells contribute to wound healing by forming stripes. To calculate confidence intervals we employed standard methods for the propagation of uncertainty. It is important to note that the confidence intervals we report here do not cover the full uncertainty, as they necessarily do not take into account sources of uncertainty that are difficult to quantified. For example the uncertainty associated with the definition of the time point of stripe initiation (here taken as day 4 post wounding) depends on the unknown clonal dynamics in this time interval.

## Number of stripes contributing to wound healing

Having determined the fraction of K14CREER basal cells that contribute to wound healing we now investigate the total number of these cells. To begin, we first ask how many progenitors are hypothetically needed to fill the wound. At day 4 post wounding the radius of the wound is roughly 1 mm. At day 14 post wounding we measured, on average,  $12089 \pm 1120$  basal cells per  $\text{mm}^2$ , which means that roughly 38000 basal cells are needed for wound healing. To the contribution of a single stripe to wound healing we then counted the number of basal and suprabasal cells in stripes. While the frequency of mergers is relatively low these events can have a large impact on the average number of cells in clones. To take into account the possibility of mergers we identified, based on their morphology and location, stripes which we were confident to be monoclonal. The average number of basal cells in the remaining monoclonal stripes at day 14 is  $19 \pm 7$ , suggesting that if wound healing was entirely achieved by stripe formation  $2054 \pm 754$  stripes were needed.

We compare this number to the total number of stripes that contribute to wound healing. Based on the number of labelled stripes,  $n$ , the total number of stripes is  $n/p_{\text{ind}}$ , where  $p_{\text{ind}}$  is the probability that a K14CREER cell is induced at day 4. The latter can be obtained by dividing the density of labelled clones in the recruitment area at day 4 by the density of basal cells, which we obtained from an uninjured control region. With this, in stark contrast to the number of stripes needed to regenerate the tissue, we found that in total  $343 \pm 120$  stripes contribute to wound healing. This discrepancy suggests that other subpopulations contribute to wound healing, for example Lrig1CREER cells located at the hair follicles. It is important to note, however, that the labelling

is likely not representative and we don't know the relative induction of basal stem and progenitor cells. If the proportion of labelled progenitors differs significantly from that found in previous studies <sup>1</sup> this number might be significantly higher.

### **Stochastic modelling of clonal dynamics**

To define cell fate behaviour in skin wound healing we extend the biophysical modelling approach introduced in Refs. <sup>2-4</sup>. In this model, stem cells and their differentiating progenitor cell progeny function as equipotent cell populations in which their proliferation kinetics and fate behaviour follow defined statistical dependencies. These stochastic “rules” summarize the product of the complex gene regulatory processes that regulate cell fate behaviours. For simplicity, following Refs. <sup>2,3</sup>, we consider a model based on intrinsic (cell-autonomous) regulation. However, in the two-dimensional geometry of the epidermis, models of fate behaviour based on external (cell extrinsic) regulation are difficult to discriminate from intrinsically regulated systems. The clonal analysis described here therefore leaves the question of the underlying regulatory dynamics unspecified.

### **Maximum likelihood estimation**

In infer cell fate behaviour in skin wound healing we employ *Bayesian inference* <sup>5</sup>. In particular, we seek to define the model which describes the experimental data with the highest probability. A detailed description of this approach is given in Ref. <sup>4</sup>. Briefly, the probability  $P(\Theta|E)$  of a model,  $\Theta$  given the experimental evidence  $E$  is, following *Bayes' Theorem*, proportional to the product of

the probability of obtaining the experimental evidence given the validity of the model,  $P(E|\Theta)$ , and the *a priori* belief in a certain model,  $P(\Theta)$ :

$$P(\Theta|E) = \frac{P(E|\Theta)P(\Theta)}{\int_{\Theta} d\Theta P(E|\Theta)P(\Theta)} . \quad (7)$$

If the prior distribution  $P(\Theta)$  is uniform we can infer the best fitting model by maximising the likelihood function  $\mathcal{L}_E(\Theta) \equiv P(E|\Theta)$ .

With the frequency  $f_{n,t}$  of observations of clones with given numbers of basal cells  $n$  at a given time point  $t$  after wounding and since measurements are statistically independent, the likelihood function takes the form of a multinomial distribution <sup>4</sup>,

$$\mathcal{L}_E(\Theta) = \frac{(\sum_{n,t} f_{n,t})!}{\prod_{n,t} f_{n,t}!} \prod_t \prod_n P(n, t|\Theta)^{f_{n,t}} . \quad (8)$$

To obtain approximations for  $P(n, t|\Theta)$  we numerically solved *Master equations* of the form

$$\frac{d}{dt}P(n, t|\Theta) = \sum_{n'=0}^{\infty} \mathcal{W}_{n',n}P(n', t|\Theta) - \mathcal{W}_{n,n'}P(n, t|\Theta), \quad (9)$$

using *Gillespie's algorithm* <sup>6</sup>. These solutions of the Master equations give the probability to find any stochastic fate of a single clone. From this we obtain the distribution of persisting clones as

$$P_{n>0}^p(n, t|\Theta) = \frac{P(n, t|\Theta)}{1 - P(0, t|\Theta)} . \quad (10)$$

With this, the logarithm of the likelihood function is given by

$$\log \mathcal{L}_E(\Theta) = \log \mathcal{N}^{-1} + \sum_t \sum_n N_{n,t} \log P_{n>0}^p(n, t|\Theta) . \quad (11)$$

To determine the maximum of the likelihood function we rasterised parameter space determine the best fit parameters and to calculate credible intervals, as defined below.

To estimate the uncertainty associated with the maximum likelihood parameters define credibility intervals comprising all parameter value whose likelihood is above a threshold,  $\alpha = 0.05$ , such that the resulting credible region (CR) is

$$\text{CR} = \left\{ \Theta \mid \frac{\mathcal{L}_E(\Theta)}{\mathcal{L}_E(\Theta^*)} > \alpha \right\}. \quad (12)$$

This approach is most powerful in classifying sets of credible parameters<sup>5</sup>. For a specific model parameter,  $\Theta_i$ , we report credible intervals in the form  $\Theta_i^* \pm (\max_{\text{CR}}\{\Theta_i\} - \Theta_i^*, \Theta_i^* - \min_{\text{CR}}\{\Theta_i\})$ .

### **Inference of the best fitting model**

We are now in a position to perform maximum likelihood estimation in order to estimate the model, which describes the experimental data with the highest likelihood. The clonal analysis is complicated by the fact that skin wound healing comprises two temporal regimes: an early, highly proliferative phase with a strong bias towards the suprabasal layer is followed by a phase where overall proliferation reaches lower levels and where stripe formation is observed. While we here study the second regime, the clonal data might be compromised by labelled remainders from the early dynamics. Indicative of this is the large fraction of clones containing only suprabasal cells at day 4 and 7 post wounding as well as the large clonal loss rate. To avoid the presence of these clones distorting the results we focussed on clones containing basal cells and fitted the model to the basal compartment only.

To unveil the clonal dynamics constituting stripe formation we seek to define the simplest model which is capable of predicting the clonal data. To begin we study the time evolution of the average number of basal cells in K14CREER clones. We find that this increase is surprisingly linear. At first sight this could indicate neutral dynamics of a single progenitor population, where loss of clones due to symmetric differentiation is balanced by the growth of surviving clones<sup>2,3</sup>. A model comprising neutral dynamics has been proposed for the clonal dynamics in homeostatic epidermis<sup>7</sup>. However, in this modelling scheme the rate of increase of the average number of basal cells is given by the rate of symmetric proliferative divisions, which would correspond corresponding to an unreasonable cell cycle time of less than six hours. Further, neutral dynamics would give rise to an equally high rate of loss of stripes. In the clonal data there is no clear trend indicating a decreasing number of stripes over time ( $3.7 \pm 1.6$ ,  $14.0 \pm 7.6$ ,  $6.7 \pm 2.3$  for days 7, 10, and 14pw, respectively).

To understand the rapid linear increase in the average number of basal cells we considered a situation where the neutral dynamics in the intact skin arises from an asymmetrically dividing subpopulation in the basal layer. Such a model can be summarised as

$$A \xrightarrow{\alpha} AB, \quad (13)$$

$$B \xrightarrow{\beta_1} BB, \quad (14)$$

$$B \xrightarrow{\beta_2} BC, \quad (15)$$

$$B \xrightarrow{\beta_3} CC, \quad (16)$$

where  $A$  is an asymmetrically dividing basal stem cell and  $B$  is a basal progenitor.  $C$  denotes

suprabasal cells. As the third process does not change the number of basal cells in a clone we cannot infer the rate  $\beta_2$  from the basal data alone.

The time evolution of the probability to find a clone with  $n_B$  basal cells is described by Master equations of the form <sup>8</sup>

$$\frac{d}{dt}P(n_B, t) = [\alpha + \beta_1(n_B - 1)] P(n_B - 1, t) + \beta_3(n_B + 1)P(n_B + 1, t) \quad (17)$$

$$- [\alpha + (\beta_1 + \beta_3)n_B] P(n_B, t). \quad (18)$$

The solution has been shown to be a negative binomial distribution,

$$P(n_B, t) = \binom{\alpha + n_B - 1}{n_B} (1 - b_t)^\alpha b_t^{n_B}, \quad (19)$$

with the time dependent parameter

$$b_t = \frac{\exp[(\beta_1 - \beta_3)t] - \beta_1}{\exp[(\beta_1 - \beta_3)t] - \beta_3}. \quad (20)$$

The average number of basal cells follows

$$\langle n_B(t) \rangle = \frac{\alpha}{\beta_1 - \beta_3} [e^{(\beta_1 - \beta_3)t} - 1]. \quad (21)$$

Therefore, if differentiation of basal progenitors is balanced with proliferation,  $\beta_1 = \beta_3 \equiv \beta$ , the average number of basal cells increases linearly with time,

$$\langle n_B(t) \rangle = \alpha t, \quad (22)$$

and the rate of increase is given by the division rate of basal stem cells.

A model comprising an asymmetrically dividing subpopulation which gives rise to balanced basal progenitors is therefore capable of predicting the time evolution of the average number of basal

cells in clones. The more challenging test is whether such a model is also able to predict the full distributions. We employed maximum likelihood estimation to infer the parameters that have the highest probability in describing the experimental data. We found that according to the so defined model basal progenitors divide asymmetrically with a rate  $\alpha = 1.8 \pm (0.6, 0.4) d^{-1}$ . Therefore, basal stem cells divide, on average, once every 13 hours. The most likely rates of symmetric proliferative and differentiating divisions of basal progenitors are  $\beta = 1.3 \pm (1.1, 0.6) d^{-1}$ , while the rate of asymmetric divisions of these cells cannot be inferred. Given that maximum likelihood estimation predicts a cell cycle time of at least 17 hours by symmetric divisions alone it is unlikely that, as in healthy epidermis, the majority of divisions is asymmetric. Notably, such a model resembles the clonal dynamics in the intact epidermis, where the basal compartment is comprised of basal stem cells, who divide mostly asymmetrically, and committed progenitors, who have a higher probability of symmetric divisions<sup>1,9</sup>.

Having determined the clonal dynamics of K14CREER basal cells we then asked whether Lrig1CREER cells follow similar patterns of fate choice. The average number of basal cells in Lrig1CREER clones is significantly larger than in K14CREER clones. Remarkably, in common with the K14CREER clones this average increases linearly in time, suggesting that Lrig1CREER cells might show qualitatively similar behaviour. In principle, the higher rate of increase in the basal clone size might simply be the result of a reduced cell cycle time in Lrig1CREER cells. However, we found that in such a scenario the experimental data could again only be explained by assuming unreasonably fast division rates. Rather, we hypothesised that the increased size of Lrig1CREER clones might be the result of an initial round of symmetric divisions of basal stem cells. We approximate the

number of basal stem cells after the initial set of symmetric divisions by a Poisson distribution, such that the clone size distribution follows

$$\tilde{P}(n_B, t) = \sum_{k=1}^{\infty} \frac{\lambda^k}{k!} e^{-\lambda} P(n_B, t)^{*k}, \quad (23)$$

where the exponent denotes a  $k$ -fold convolution:

$$P(n_B, t)^{*k} = \sum_{n_B^1=1}^{n_B} P(n_B^1, t) \sum_{n_B^2=1}^{n_B^1} P(n_B^2, t) \dots \sum_{n_B^k=1}^{n_B^{k-1}} P(n_B^k, t) P(n_B - n_B^k, t). \quad (24)$$

We found that we could predict the clone size distributions of Lrig1CREER stripes by taking  $\lambda = 3$  and using otherwise the same maximum likelihood parameters as for K14 cells. This suggests that the clonal dynamics of K14 expressing cells might be preceded burst of proliferation in Lrig1 expressing cells. However, we need to exercise some caution in the interpretation of these results: while we expect the merging rate of these clones to be only slightly higher than for K14CREER clones, abundant merging could potentially explain the differences between K14CREER and Lrig1CREER clones equally well.

In summary, clonal analysis suggests that K14 expressing cells that form stripes into the wound largely recapitulate the clonal dynamics of clonal dynamics in homeostasis. This dynamics is, up to a time independent convolution, maintained for Lrig1CREER stripes originating from hair follicles.

## Supplementary References

1. Mascré, G. *et al.* Distinct contribution of stem and progenitor cells to epidermal maintenance. *Nature* **489**, 257–262 (2012).
2. Klein, A. M. & Simons, B. D. Universal patterns of stem cell fate in cycling adult tissues. *Development* **138**, 3103–11 (2011).
3. Klein, A., Doupé, D., Jones, P. & Simons, B. Kinetics of cell division in epidermal maintenance. *Phys. Rev. E* **76**, 021910 (2007).
4. Watson, J. K. *et al.* Clonal dynamics reveal two distinct populations of basal cells in slow-turnover airway epithelium. *Cell Reports* **12**, 90–101 (2015).
5. Box, G. E. P. & Tiao, G. C. *Bayesian inference in statistical analysis*, vol. 40 (John Wiley & Sons, 2011).
6. Gillespie, D. T. Exact stochastic simulation of coupled chemical reactions. *J. Phys. Chem.* **81**, 2340–2361 (1977).
7. Clayton, E. *et al.* A single type of progenitor cell maintains normal epidermis. *Nature* **446**, 185–189 (2007).
8. Bailey, N. T. J. *The Elements of Stochastic Processes with Applications to the Natural Sciences* (John Wiley & Sons, 1990).

9. Sánchez-Danés, A. *et al.* Defining the clonal dynamics leading to mouse skin tumour initiation. *Nature* DOI 10.1038/nature19069 (2016).

How the deposited data were processed for this re-analysis (not part of the article)

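Basal epidermal cells were sorted from tail skin of CD1 mice at D4 and D7 after wounding, from the leading edge (LE), the proliferative hub and control skin. Each of 12 arrays came from a pool of 5 mice, with 2 arrays for each of 6 groups. The sample labels call the arrays of a group biological replicates, and the methods do not say whether they were separate pools. They were treated as independent, so standard errors and p values rest on that. The deposited values are log2 intensities from Mouse Genome 430 PM strip arrays, which the authors had made by RMA (background correction, quantile normalization and a summary of the probes of a set), as the deposited sample records state. The software version of this step is not given in the sources used here. All 12 columns of values were used. No raw array files were used and no new normalization was made for the values reported. The medians of the arrays differ between the days, so D4 and D7 values of the wound regions were compared only through differences within a day. Control skin at D4 was also tested directly against D7, and that count depends on the scaling of the arrays.

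The table held 45141 probe sets, of which 104 were controls, 28898 were paired with 1 gene, 551 with several genes and 15588 with no gene in the annotation used here. The last 2 kinds were not used. Of the 28898, 28689 were matched by gene identifier, and 0 symbols changed. Each of 17097 genes was represented by the probe set with the highest mean over the 12 arrays, and 7180 genes had more than 1. No filter on dim probe sets was applied. The annotation gives no genomic positions.

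A linear model with the 6 groups was fitted in limma 3.58.1 under R 4.3.3 with its default empirical Bayes step, on 6 residual degrees of freedom. Tests were made for 6 comparisons of regions within a day and for the LE against the hub averaged over days. The change of each difference between days and control skin at D4 against D7 were also tested. All used an adjusted p under 0.05 (Benjamini-Hochberg). Every adjusted p and standard error in the passages is from this moderated test in limma, on 2 arrays per group. The number of arrays limits the precision of each value. The fold rule of the methods, above 2-fold in each replicate, was applied with each array set against the reference array of the same number. The generic signature needed it in both regions at both times (8 folds) and the LE signature in both replicates at both times (4 folds).

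Before the data were examined, 26 lists of function, 13 of cell types and 7 of genes the study names were fixed. For each the genes called higher and lower were counted, also with p adjusted over the list alone. The lists of function were tested by camera in limma with a preset inter-gene correlation of 0.01, in 156 tests adjusted together, and with an estimated one. Genes are named where the paper names them for these samples, where they were among the 10 largest called changes in a direction that also passed the fold rule, where they were among up to 4 called members of a list with the largest change or went against the rest of it, and for the antigens of the sort, Itga6 and Cd34. The values drawn in the paper's supplementary figure had been seen by then.

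The alternatives set before the data were examined were 3 scalings of the arrays, the mean of all probe sets of a gene, each probe set by itself, a filter on dim genes, array weights, a trended and robust prior, fits on the arrays of a day or of the groups compared, a change of at least 2-fold, a replicate block, other forms of the fold rule, and leaving out each array in turn. The procedure was tested on simulated data with 200 changed genes. The second microarray, of cells sorted by α5-integrin, was not used here. The genes of that experiment's figure were counted on the present arrays as one of the 7 lists. Genes not paired with a probe set, such as Areg, Ccnb1 and Krt17, were not analysed here.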

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

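All tests of explanations in this part were chosen after the results were seen. For 8 values, a difference between regions changed from D4 to D7 by a test of that change itself in limma. In the LE against control, the difference of the log2 fold changes (D4 minus D7) was 2.71 for Gjb6, 3.11 for Stfa2l1, 4.13 for Uox, 1.58 for Insig1 and -1.60 for Ctsf. In the LE against the hub it was 2.17 for Gjb6, 3.13 for Stfa2l1 and 3.32 for Uox. Without 1 array, the calls against control were lost in 6 of the 12 fits for Ctsf (highest adjusted p = 0.103, without leading edge D4 replicate 1) and 7 for Insig1 (0.213, without leading edge D7 replicate 2), and those against the hub in 8 for Gjb6 and 8 for Uox (0.23 and 0.287, without proliferative hub D7 replicate 2), while the other 4 held in each. Gjb6, a gap junction protein, was higher in the LE than in control by 3.88 ± 0.16 (SE) at D4 and 1.17 ± 0.16 at D7. The other 4 genes were singled out after their values were seen. For the hub against control limma called 0 such genes (780 at an unadjusted p under 0.05).

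Among genes the paper does not discuss, 8 of 15 genes of cholesterol synthesis were higher in the LE than in control at D7. The endothelial genes Cdh5 (2.03), Tie1 (1.18) and Cldn5 (0.71) were also higher in the LE than in control at D7. The call of Cdh5 was lost in 4 of the 12 fits without 1 array (highest adjusted p = 0.139, without leading edge D7 replicate 1) and that of Cldn5 in 1 (0.0716).

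The median ratio of the LE to the hub at D4 over 26 genes of G2/M was 0.957, with a range of 0.56 to 1.42. A large share of hub cells in the LE punch would hold every gene of the LE above that share of its hub level, but 138 genes called lower in the LE lay below 0.5 of the hub level, which argues against it. Normal skin cells in the wider hub punch could lower the hub values, and with 8 of the 26 genes called higher in the LE than in control this stays open, as the 6 mm punch cannot be parted from the region. The paper found no uptake of BrdU next to the wound front from D2 to D7 (Fig. 1a–c), and the arrays do not show which cells of the LE punch carried these transcripts.

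Of 13 clock genes 6 at D4 and 8 at D7, and of 10 glucocorticoid targets 6 and 5, were lower in the LE than in control, and camera with an estimated correlation called neither list (adjusted p = 0.0875). Samples taken at different times of day would move genes of opposite phase apart, but Arntl was lower at D7 by the same sign as Per1 and Tef, with a log2 fold change of -2.00, which argues against a shift of phase alone (its call was lost in 3 of the 12 fits without 1 array, with a highest adjusted p of 0.163 without leading edge D7 replicate 2). Another Arntl probe set gave -0.48 there, and Npas2, of the same phase, was at -0.56, not past the threshold (adjusted p = 0.0507). A weaker response to dissociation in the LE cells could lower such genes: the immediate early and heat shock genes had a median of -0.47, against -0.73 for 21 clock and glucocorticoid genes, which decides neither way. A lower glucocorticoid signal near the wound was not tested and stays open.

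S100a8, S100a9 and Slpi differed between the arrays of each D4 group, with replicate 1 above replicate 2 by 2.25, 2.44 and 2.63 on the log2 scale in control, 2.16, 2.54 and 2.02 in the hub and 0.82, 1.43 and 1.09 in the LE. A larger share of infundibulum cells in replicate 1 is a candidate explanation, tested in the control arrays alone: the median difference of the infundibulum and isthmus list was 0.65, at percentile 100 of 10000 random lists of matched level. Krt79 (2.54; 1.88 in the hub and 0.85 in the LE), Defb6 (2.85; 1.83 and -0.07) and Cst6 (3.13; 1.68 and 0.94) carried the difference in control. Lrig1 (0.17), Lgr6 (0.16) and Plet1 (0.06) did not. Gata6 lay between them at 0.65, so the list is split and its median is the value of that gene. The sort did not remove infundibulum cells. Wound cells in the control sample would not cover the hub. S100a8 would need 29.1 percent of them, S100a9 19 and Slpi 16.3. The other genes of the signature allow a median of 3.3 percent, with 19 of 21 under 1/2 of the S100a8 share. That argues against wound cells as the whole source of the difference in control. Krt6b goes the other way, with replicate 1 above replicate 2 by 2.48 in control and 0.01 in the hub at D4. A smaller share of wound cells in control replicate 1 therefore stays open. For the rise of S100a8 in the LE at D7, the list had a median log2 fold change of -0.80 there. That is the value of Lgr6, with Plet1 at -0.86, and neither gene carried the difference in control. The median therefore cannot decide on a share of infundibulum cells at D7. A response of the epidermis to the wound stays open.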

How the results depend on the processing

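The alternatives were set before the data were examined. Over 530 values of 210 named genes, 451 were called, and 236 of these stayed past the threshold in each of the 12 fits without 1 array, while 215 missed it in at least 1 and 206 missed it under at least 1 other alternative. In a fit without 1 array, the lone array of a group is assumed to vary like the other groups. The cause of a change was not tested except where the alternative itself takes out genes or arrays or counts probe sets.

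Counts for the LE against control at D4 (2416) were 1352 on the 6 arrays of the day, 895 on the 4 arrays of the groups, 887 at 2-fold or more and 3780 over all probe sets; at D7 (2499) 727 at 2-fold or more and 3942 over all probe sets. For the hub against control at D4 (56) they were 148 with a trended and robust prior, 1 on 6 arrays, 0 in limma on 4 arrays and 118 with a replicate block; at D7 (130) 205 with the trended prior and 67 at 2-fold or more, and centring on the 75th percentile moved 101 higher and 29 lower to 65 and 32. The arrays were not treated as paired, as neither the labels nor the methods say that a number marks shared mice: the difference between replicates 1 and 2 correlated over genes between groups of a day with r of 0.17 to 0.245 at D4 and 0.002 to 0.067 at D7, so a shared source at D4 stays open. For the LE against the hub at D4 (813) they were 263 on 6 arrays, 196 on 4, 348 at 2-fold or more and 1252 over all probe sets; at D7 (466) 725 on 6 arrays and 185 at 2-fold or more; averaged over days (1726) 321 and 2669. For control skin at D4 against D7 (15768) they were 4563 after quantile normalization, 5669 and 4779 after centring on the median and the 75th percentile, 8989 in genes above the dim limit of 4.865, 9039 at 2-fold or more and 26365 over all probe sets. The 5 changes of the LE response became 8 after quantile normalization and 15 with the trended prior, which gave 1 for the hub response (0). The generic signature (24) held 37 genes by fold of means. The LE signature held 104 higher genes (68) over all probe sets, 43 with every array against every other, 116 by fold of means and 153 by limma alone, and 31, 101 and 153 lower genes (60) by the last 3. Of 84 calls by camera, 0 held with an estimated correlation. With 6 residual degrees of freedom to estimate it from, such a miss is weak evidence against the shift of a list. The preset correlation of 0.01 was not tested on these lists either.

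Without 1 array the counts ran from 1579 to 2307 (LE against control at D4), 6 to 49 (hub, D4), 1016 to 2650 (LE, D7), 7 to 166 (hub, D7), 322 to 907 (LE against hub, D4), 71 to 526 (D7), 999 to 1800 (mean), 15103 to 15822 (control D4 against D7), 3 to 49 (LE response), 0 to 1 (hub response) and 1 to 35 (LE to hub difference), and from 36 to 49 for the generic signature and 93 to 146 and 94 to 108 for the LE signature. Counts moved over 1.5-fold without leading edge D4 replicate 1 (LE against control 1579, LE against hub 364), without proliferative hub D4 replicate 1 (hub 6) and 2 (LE against hub 322, mean 999), and, at D7, without leading edge replicates 1 and 2 (LE 1016 and 1551, hub 62 for both, LE against hub 71 and 156, mean 1004 without replicate 1), hub replicates (hub 31 and 7, LE against hub 128 and 88, mean 1078 without replicate 2) and control replicates (LE 1412 and 1346, hub 24 and 21, LE against hub 302 for both). The hub at D4 also moved without either array of a D7 group (LE 29, hub 36, control 32). The LE response rose to 49 without leading edge D4 replicate 2 and 15 without control D4 replicate 2 and fell to 3 without leading edge D4 replicate 1, leading edge D7 replicate 2 or either hub D7 array, the hub response rose to 1 without either control D4 array, and the LE to hub difference rose to 35 without leading edge D4 replicate 2 and fell to 1 without leading edge D4 replicate 1, proliferative hub D4 replicate 2, leading edge D7 replicate 2 or either hub or control D7 array. The generic signature moved without replicate 1 (49), the higher LE signature without replicate 2 (146) and the lower without replicates 1 and 2 (108 and 94).

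Emb, called higher in the LE at D7, had -0.004 as the mean of its probe sets. Values not past the threshold that turned sign in some fits without 1 array, with their lowest and highest over those fits, were Epgn (-0.251 to 0.221) and Il33 (-0.268 to 0.185) in the hub at D4; Ccna2 (-0.231 to 0.45), Cdca2 (-0.615 to 0.454) and Cdsn (-0.19 to 0.302) in the LE at D7; Ccna2 (-0.328 to 0.352), Cd34 (-0.054 to 0.147), Cdca2 (-0.583 to 0.233), Cdca8 (-0.139 to 0.68), Epgn (-0.183 to 0.103), Il33 (-0.451 to 0.176) and Itga6 (-0.009 to 0.144) in the hub at D7; and C5ar1 (-0.188 to 0.051), Cd34 (-0.017 to 0.572), Pcdhb19 (-0.074 to 0.617) and Ror2 (-0.476 to 0.049) in the LE against the hub at D4. In the hub at D7 Ccna2 also turned after quantile normalization (-0.046) and centring on the 75th percentile (-0.044), as did Cd34 after the latter (-0.01), and C5ar1 turned as the mean of its probe sets (0.047).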

Differences from the paper's values

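Of 112 fold changes over control for 47 genes that the paper draws in Supplementary Fig. 2, 88 lay within the limits of the comparison and 24, in 15 genes, did not. A value was taken to differ where it was apart from the paper's by more than the replicate SD and one was over 1.5 times the other. All 112 had the same sign, and 13 of the 24 were reached by another probe set of the gene, given as the one closest to the paper's value. Negative folds are falls. Fscn1 (Supplementary Fig. 2a, read by eye) had a fold of 9.55 in the LE at D7, against the paper's about 23, and 1 of 24 alternatives came within it: another probe set (22.9). It had 4.13 in the hub at D7, against the paper's about 7, and 2 of 24 alternatives came within it: without control D7 replicate 1 (5.14) and another probe set (6.84). Dsc2 (Supplementary Fig. 2a, read by eye) had a fold of 12.2 in the LE at D7, against the paper's about 20, and 2 of 24 alternatives came within it: the mean of its probe sets (15.7) and another probe set (20.2). It had 4.6 in the hub at D7, against the paper's about 6.9, and 5 of 24 alternatives came within it: centring on a common median (4.62), the mean of its probe sets (5.5), without proliferative hub D7 replicate 1 (5.33), without control D7 replicate 1 (4.88) and another probe set (6.59). Krt6b (Supplementary Fig. 2a, read by eye) had a fold of 257 in the LE at D7, against the paper's about 2.8, and none of 23 alternatives came within it. It had 201 in the hub at D7, against the paper's about 2.5, and none of 23 alternatives came within it. The D7 control arrays of Krt6b read 3.04 and 3.17, below the array medians of 4.25 to 4.28, so the size of these folds is not well measured. Emb (Supplementary Fig. 2a, read by eye) had a fold of 1.15 in the LE at D4, against the paper's about 4.1, and 1 of 24 alternatives came within it: another probe set (3.75). It had 1.16 in the hub at D4, against the paper's about 2.5, and 2 of 24 alternatives came within it: the mean of its probe sets (1.7) and another probe set (2.47). Wnt5a (Supplementary Fig. 2d, read by eye) had a fold of 9.84 in the LE at D7, against the paper's about 5.8, and 6 of 24 alternatives came within it: quantile normalization again (9.82), centring on a common 75th percentile (9.66), the mean of its probe sets (7.33), without leading edge D7 replicate 1 (7.74), without control D7 replicate 1 (9.4) and another probe set (5.46). Ets1 (Supplementary Fig. 2d, read by eye) had a fold of 2.04 in the LE at D4, against the paper's about 5.1, and 1 of 24 alternatives came within it: another probe set (4.99). Itga5 (Supplementary Fig. 2e, read by eye) had a fold of 3.67 in the LE at D4, against the paper's about 6.1, and 2 of 23 alternatives came within it: without leading edge D4 replicate 2 (4.16) and without control D4 replicate 1 (4.56). It had 1.89 in the LE at D7, against the paper's about 3.9, and none of 23 alternatives came within it. Itga6 (Supplementary Fig. 2e, read by eye) had a fold of 1.34 in the LE at D4, against the paper's about 2.2, and 1 of 24 alternatives came within it: another probe set (1.48). It had 1.16 in the LE at D7, against the paper's about 1.9, and none of 24 alternatives came within it. Flrt2 (Supplementary Fig. 2e, read by eye) had a fold of 8.47 in the LE at D4, against the paper's about 29, and 1 of 24 alternatives came within it: another probe set (28.7). Tubb2a (Supplementary Fig. 2e, read by eye) had a fold of 3.48 in the LE at D4, against the paper's about 9.4, and none of 24 alternatives came within it. Tubb6 (Supplementary Fig. 2e, read by eye) had a fold of 2.4 in the LE at D4, against the paper's about 5.7, and 1 of 24 alternatives came within it: another probe set (5.56). It had 2.41 in the LE at D7, against the paper's about 5.2, and 2 of 24 alternatives came within it: the mean of its probe sets (3.55) and another probe set (5.24). Timp3 (Supplementary Fig. 2f, read by eye) had a fold of -4.9 in the LE at D4, against the paper's about -7.9, and 4 of 24 alternatives came within it: the mean of its probe sets (-6.28), without leading edge D4 replicate 2 (-6.22), without control D4 replicate 1 (-5.58) and another probe set (-7.76). Ror1 (Supplementary Fig. 2f, read by eye) had a fold of -2.7 in the LE at D4, against the paper's about -5.1, and none of 24 alternatives came within it. It had -2.26 in the LE at D7, against the paper's about -7, and none of 24 alternatives came within it. Ror2 (Supplementary Fig. 2f, read by eye) had a fold of -1.64 in the LE at D4, against the paper's about -7.5, and none of 22 alternatives came within it. It had -1.79 in the LE at D7, against the paper's about -8.4, and none of 22 alternatives came within it. Trim2 (Supplementary Fig. 2f, read by eye) had a fold of -17.5 in the LE at D4, against the paper's about -6.9, and none of 23 alternatives came within it. Krt6b, Itga5, Ror2 and Trim2 each had only 1 probe set paired in the annotation used, so no other could be tried for them.

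The paper gives Timp3 as the most downregulated gene of the LE signature. Against control it ranked 42 and 44 from the lowest of 17097 genes at D4 and D7, where it was called. Against the hub it ranked 181 and 110 and was not called. These ranks are over all genes and not over the paper's signature, so they do not test its statement directly. Other Timp3 probe sets, which were not ranked, ran from -2.96 to -2.40 against control at D4, below the -2.29 of the ranked one. The paper lists Ccna2, Il33, Emb and Epgn as upregulated in both regions at both times. Over 16 named and measured genes of that signature, those the figure draws and the 4 others of the text, limma called 13 in the LE and 2 in the hub at D4, and 11 and 8 at D7. Ccna2 was called in the LE at D4 alone, Il33 in the LE at D4 alone, Emb in the LE at D7 alone and Epgn in the LE at both times. With p adjusted over the short lists alone, Ccna2 passed in the hub at D4. Emb passed in the LE at D4 as the mean of its probe sets (adjusted p = 0.0168). Il33 passed in the LE at D7 on the 4 arrays of the groups (0.0222), with a replicate block (0.0415) and without either hub D7 array (0.0394 for both). Of the other genes of that signature, Dsc2 (0.0531) passed in the hub at D4 with the dim filter, the trended prior, array weights, the mean of its probe sets, a replicate block or without control D4 replicate 1 (0.00872 to 0.048), Il24 (0.0865) with a replicate block (0.0281), Krt6a (0.123) with the trended prior (0.013) and Krt6b (0.215) without control D4 replicate 1 (0.000662). S100a8 passed in the LE at D4 (0.0505) under 6 alternatives (0.00277 to 0.0494) and in the hub at D7 (0.129) under 3 (0.00799 to 0.0283), and S100a9 in the LE at D7 (0.0738) under 7 (0.000343 to 0.0347), in the hub at D4 (0.412) with a replicate block (0.0306) and in the hub at D7 (0.367) under 3 (0.00959 to 0.0338). These were the dim filter, the mean of the probe sets, the arrays of the day or of the groups, a replicate block and fits without 1 array of D4.

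Of the 35 measured genes that Supplementary Fig. 2 draws for the LE signature, limma called 26 at D4 and 22 at D7 against the hub, each in the paper's direction. Plau (lowest adjusted p = 0.00352), Rab31 (0.0115), Creb5 (0.0299) and Itga6 (0.0285) at D4 and Plau (0.0131), Rab31 (0.00532), Cxcl2 (0.0168), Myo5b (0.00697), Ntrk2 (0.0122), Thbs2 (0.0151) and Ror2 (0.04) at D7 were not called and passed under 1 or more of a common median, the dim filter, the trended prior, array weights, the mean of the probe sets, the arrays of the day or of the groups, a replicate block and fits without 1 array. The paper gives Itga5 as highly enriched in that signature. It was called higher than in control at D4, with a fold of 3.67, and was not among the 68 genes of the signature here. These values rest on the 1 probe set paired with Itga5 in the annotation used. The 15588 probe sets with no gene there were not used, so a further one for Itga5 cannot be excluded. Against the hub the log2 fold change of Itga5 was 1.30 (adjusted p = 0.0628) at D4 and 1.04 (adjusted p = 0.154) at D7. At D4 it passed with the dim filter (0.0469), the trended prior (0.0374), a replicate block (0.0244) and without proliferative hub D4 replicate 1 (0.0263), and at D7 under none of the alternatives. Against control at D7 (0.106) it passed on the arrays of the day (0.0378) and with a replicate block (0.0445). Timp3 passed against the hub at D4 as the mean of its probe sets (0.045), with a replicate block (0.0101) and without leading edge D4 replicate 2 (0.0483) or proliferative hub D4 replicate 1 (0.0459), and at D7 on the arrays of the day (0.0166) or of the groups (0.0232), with a replicate block (0.0112) and without either hub D4 array (0.0495 for both). Mmp9 was higher than in the hub by 3.69 (adjusted p = 0.0538) at D4, and passed with the dim filter (0.0406), the mean of its probe sets (0.0136), a replicate block (0.0271) and without proliferative hub D4 replicate 1 (0.000985).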

Other observations

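Of 19 measured genes of glucose use and hypoxia, 13 rose in the LE at D4 (15 adjusted over the list alone), and 9 rose and 1, Adm, fell at D7 (12 and 2), while camera with an estimated correlation called the list at neither time (adjusted p = 0.0875 and 0.142). For this list limma called 0 in the hub at D4 (7 higher and 1 lower at an unadjusted p under 0.05) and 1 lower at D7, also Adm. Bnip3, a mitochondrial protein induced by low oxygen, rose by a log2 fold change of 1.9 (SE 0.15, adjusted p = 5.22e-05) at D4 and 0.87 ± 0.15 (SE) at D7, and the vascular growth factor Vegfa by 1.14 ± 0.13 and 1.27 ± 0.13. Of 15 genes of cholesterol synthesis, 12 rose in the LE at D4 (14 adjusted over the list alone) and 8 at D7 (8), and 1 and 0 in the hub (4 and 2; 7 at an unadjusted p under 0.05 at D7). Idi1 rose at D4 by 2.17 (SE 0.39, adjusted p = 0.00507), and Fdps at D7 by 1.15 (SE 0.19, adjusted p = 0.0038). Of 17 genes of ribosome biogenesis limma called 0 in the LE at D4 (1 at an unadjusted p under 0.05) and 10 at D7 (12 adjusted over the list alone), and 0 in the hub at both times (1 and 8 at an unadjusted p under 0.05). Of 9 Nrf2 targets 4 rose in the LE at D4 and 3 at D7, and 0 and 1 in the hub in limma (4 and 3 at an unadjusted p under 0.05). Among them the heme oxygenase Hmox1 rose by 3.05 (SE 0.20, adjusted p = 2.39e-05) and 2.66 ± 0.20 in the LE. Of 16 cell cycle inhibitors 3 rose and 4 fell in the LE at D4, and 2 rose and 3 fell at D7, with 1 lower in the hub at D4 and 0 called by limma at D7 (2 higher and 3 lower at an unadjusted p under 0.05). Btg2, an inhibitor of proliferation, fell in the LE, with -1.32 ± 0.18 at D4 and -0.99 ± 0.18 at D7.

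Of 13 circadian clock genes 6 fell in the LE at D4 and 8 at D7 (10 and 10 adjusted over the list alone), and none rose. In the hub limma called 0 at both times (3 and 6 lower at an unadjusted p under 0.05). Per1 fell, with -1.05 ± 0.15 and -1.22 ± 0.15, and Tef with -0.99 ± 0.19 and -1.30 ± 0.19. Of 10 glucocorticoid targets 6 and 5 fell in the LE and 0 and 2 in the hub (6 at an unadjusted p under 0.05 at D4 in limma), and 3 and 2 were lower in the LE than in the hub. Of 12 immediate early and heat shock genes 7 fell in the LE at each time and limma called 0 in the hub (7 and 6 at an unadjusted p under 0.05). Of 14 interferon response genes 1 fell, Cxcl10 in the LE at D4, and of 10 genes of the epithelial-mesenchymal transition Fn1 rose in the LE at both times and Sparc fell at D7. With an estimated correlation camera called none of the 26 lists of function in any comparison (lowest adjusted p = 0.0875), with a preset one 84 of 156 tests.

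In the LE at D4 and D7, limma called 1 and 0 of 11 neutrophil genes higher (2 and 1 at an unadjusted p under 0.05), 2 and 1 of 14 macrophage genes, 1 and 3 of 10 endothelial genes, 1 and 0 of 10 of the inner root sheath and hair shaft and 1 and 0 of 3 of the sebaceous gland. Lower were 1 and 1 of 10 T cell genes, 1 and 2 of 11 fibroblast genes, 1 and 1 of 7 melanocyte genes and 1 and 1 of 4 erythrocyte genes. The melanocyte list had a median log2 fold change of -1.06 in the LE and 0.50 in the hub at D4, but limma called Mitf alone, and the pigment genes differed between replicates: Tyrp1 read 4.83 and 9.63 in the hub and 8.48 and 4.51 in control. The endothelial list had a median of 0.68 in the LE at D7. Limma called 0 of 7 genes of Langerhans cells (1 and 1 at an unadjusted p under 0.05) and 0 of 4 sex-linked genes (0 and 1). Thy1, counted with the T cells, fell, with -1.39 ± 0.15 at D4 and -1.88 ± 0.15 at D7, and the fibroblast gene Postn with -1.32 ± 0.13 and -1.18 ± 0.13.

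Of 17 measured genes that the paper's figure on α5-integrin cells names besides those above, 15 were higher in the LE than in control at D4 and 13 at D7, and 2 and 3 in the hub, with 12 and 8 higher in the LE than in the hub. The study picked them from a related experiment of its own, so the counts are not independent evidence of the direction. Fgf18 was higher in the LE than in the hub at D4 by 1.99 (SE 0.17, adjusted p = 0.00029). For the LE against the hub averaged over both days, other splits of the 8 arrays were fitted with day as a term. The real split called 1681 genes and no other of the 34 splits that could be fitted called any, so that 1 split in all was as large. Some of these splits hold unequal numbers of arrays from each day, so fewer exchange arrays within a day alone. The splits within a day alone are too few for this test to decide on chance as the source of the count. One more split, by day, could not be fitted. This test was planned before its result was seen.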
